# Conservation and divergence of transcriptomic and epigenomic variation in maize hybrids

**DOI:** 10.1186/gb-2013-14-6-r57

**Published:** 2013-06-12

**Authors:** Guangming He, Beibei Chen, Xuncheng Wang, Xueyong Li, Jigang Li, Hang He, Mei Yang, Lu Lu, Yijun Qi, Xiping Wang, Xing Wang Deng

**Keywords:** maize hybrids, transcriptome, epigenome

## Abstract

**Background:**

Recent genome-wide studies suggested that in addition to genetic variations, epigenetic variations may also be associated with differential gene expression and growth vigor in plant hybrids. Maize is an ideal model system for the study of epigenetic variations in hybrids given the significant heterotic performance, the well-known complexity of the genome, and the rich history in epigenetic studies. However, integrated comparative transcriptomic and epigenomic analyses in different organs of maize hybrids remain largely unexplored.

**Results:**

Here, we generated integrated maps of transcriptomes and epigenomes of shoots and roots of two maize inbred lines and their reciprocal hybrids, and globally surveyed the epigenetic variations and their relationships with transcriptional divergence between different organs and genotypes. We observed that whereas histone modifications vary both between organs and between genotypes, DNA methylation patterns are more distinguishable between genotypes than between organs. Histone modifications were associated with transcriptomic divergence between organs and between hybrids and parents. Further, we show that genes up-regulated in both shoots and roots of hybrids were significantly enriched in the nucleosome assembly pathway. Interestingly, 22- and 24-nt siRNAs were shown to be derived from distinct transposable elements, and for different transposable elements in both shoots and roots, the differences in siRNA activity between hybrids and patents were primarily driven by different siRNA species.

**Conclusions:**

These results suggest that despite variations in specific genes or genomic loci, similar mechanisms may account for the genome-wide epigenetic regulation of gene activity and transposon stability in different organs of maize hybrids.

## Background

The chromatin states and genome activity in eukaryotes are regulated by a variety of different epigenetic mechanisms, mainly DNA methylation, histone modifications, and the RNA interference pathway [1-3]. DNA methylation, that is, the addition of a methyl group to a cytosine by DNA methyltransferases, is primarily regarded as a relatively stable repressive epigenetic marker, which maintains genome stability by suppressing the activity of transposons and other repetitive sequences [4,5]. Recent studies have also indicated an additional potential role for DNA methylation in regulating the expression of protein-coding genes [6-8]. In some cases, the methylated cytosines can be removed by DNA glycosylase [5]. Histone modifications, which are post-translational modifications of histone proteins at their N-terminal tails, provide a dynamic and reversible mechanism to regulate gene expression in response to diverse endogenous and exogenous stimuli [9,10]. Lysine acetylation (for example, H3K9ac) and some lysine methylations (for example, H3K4me3 and H3K36me3) are associated with transcriptional activation of genes [8-11]. Small RNAs, especially small interfering RNAs (siRNAs), provide another layer of epigenetic regulatory mechanism, and repeat-associated siRNAs are known to be involved in the maintenance of genome stability by RNA-directed DNA methylation (RdDM) [1,12,13].

Recently, genome-wide studies of these epigenetic components using high-throughput approaches have identified complex networks of their variations during plant evolution and development. For example, some studies characterized the patterns of DNA methylation, histone modifications, and small RNAs (sRNAs) in various tissues or organs of plants [7,14,15], whereas other studies compared the DNA-methylation patterns between different plant species or different genotypes [16-20]. Briefly, these studies revealed the conservation and divergence of epigenetic components in different plant organs or genotypes. Moreover, some studies also discovered the genome-wide epigenetic variations and their potential relationship with altered chromatin states and changed gene activity in plant hybrids. Fox example, the global DNA-methylation variations and their potential association with altered gene expression in hybrids have been extensively discussed [8,21-25]. Further, sRNAs were also found to show extensive variation in hybrids of *Arabidopsis *[21,24-26], rice [8,23,27] maize [28], wheat [29], and yellow poplar [30], and altered siRNA levels were presumably associated with changed DNA methylation in hybrids through the RdDM pathway [21,23-25].

Maize is an appropriate model organism for studying global genetic and epigenetic variation in plants because of its exceptionally complex genome (in particular the high content of transposable elements (TEs)) and is a particularly rich source of epigenetic discoveries [31]. Recent studies have explored the global transcriptional variations in maize hybrids in various tissues or organs, including embryos [32,33], endosperms [33], immature ears [34], leaves [35], stem meristem [36], seedling shoots [37,38], and roots [39,40]. However, the mechanisms underlying these variations and their conservation and divergence between organs remain elusive. In addition, global epigenetic profiling in maize showed that siRNA populations vary following hybridization, and are associated with regulated transposons in the seedling shoot apex and developing ear of maize hybrids [28], and that DNA methylation is associated with allelic expression of imprinted genes in the endosperm of maize hybrids [22]. Therefore, it is necessary to comprehensively determine both the genome-wide epigenetic variations and their association with transcriptional divergence between different organs of maize hybrids.

In this study, we generated highly integrated maps of transcriptomes and epigenomes in shoots and roots of two maize inbred lines and their reciprocal hybrids, and obtained a comprehensive view of the variation in gene expression, DNA methylation, histone modifications and sRNAs between organs and genotypes. In general, histone modifications are associated with differential gene expression between organs and between hybrids and parents, whereas, siRNAs and DNA methylation are mainly associated with regulated TEs and other repetitive elements, and thus may change the chromatin states in hybrids. Despite the variation in specific genes or genomic loci, similar global trends of transcriptomes and epigenomes were seen in both shoots and roots of reciprocal hybrids. Our data therefore may serve as a useful resource to better understand the epigenetic basis of gene action in different organs and different genetic backgrounds.

## Results

### Transcriptomic and epigenomic profiling in shoots and roots of two maize inbred lines and their reciprocal hybrids

We used Illumina high-throughput sequencing approaches to generate integrated maps of mRNA and sRNA transcriptomes, DNA methylomes and genome-wide distribution of three representative histone modifications (H3K4me3, H3K9ac, and H3K36me3) in two maize inbred lines (B73 and Mo17) and their reciprocal hybrids (B73 ´ Mo17 and Mo17 ´ B73). 

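The files analysed here hold 46 samples from 6 assays. B73 and Mo17 are inbred lines of maize, and B73 × Mo17 and Mo17 × B73 are the reciprocal hybrids made from them. For mRNA-seq, McrBC-seq and ChIP-seq of H3K4me3, H3K9ac and H3K36me3 there were 8 samples each, 1 for each of the 4 genotypes in shoots and in roots. For sRNA-seq there were 6 samples, with B73 and Mo17 in both organs, B73 × Mo17 in shoots and Mo17 × B73 in roots. All were taken from seedlings at 14 days. The authors combined the replicates of each genotype and organ before they made these files, so every genotype has 1 value per organ and its own replicate error is unknown. In what follows the 4 genotypes serve as replicates of an organ, and the mean ± SD of an organ is taken over them. McrBC is an enzyme that cuts methylated DNA, and in McrBC-seq the fragments enriched after the digestion are sequenced, so that more tags in a region stand for more DNA methylation. ChIP-seq sequences the DNA that an antibody against a modified histone pulls down.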

Shoots and roots of both hybrids and parental lines from 14-day-old seedlings were used for all experiments in this study. Illumina sequencing libraries for mRNA sequencing (mRNA-seq), chromatin immunoprecipitation sequencing (ChIP-seq), *Mcr*BC sequencing (*Mcr*BC-seq), and sRNA sequencing (sRNA-seq) were constructed as previously described [3,7,8]. All sequencing reads were aligned to the reference genome of the maize inbred line B73 (ZmB73_RefGen_v2) [31] using Bowtie software [41] (see Additional file 1, Table S1).

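For each of the 8 mRNA-seq samples the authors deposited the RPKM (reads scaled by the exon length of the gene and by the mapped reads of the library) of 39,423 annotated genes, to 2 decimals, after alignment to the B73 genome. Read counts per gene are not in the files analysed here. The paper's Table S1 reports between 14,327,415 (Mo17) and 24,256,798 (B73) mapped reads for the shoot samples, with a median of 17,452,001. For the root samples it reports between 15,631,331 (B73 × Mo17) and 22,428,111 (B73), with a median of 17,321,663. Low RPKM values are whole multiples of what 1 read is worth in a gene, and the sizes of these steps give the relative depth behind the values. From values between 0.1 and 2 RPKM, the depth of B73 was 1.92 times that of Mo17 in shoots and 1.77 times in roots, and the read numbers of Table S1 give 1.69 and 1.43 times. Between 33.47% and 35.75% of the genes had an RPKM of 0 in a sample. Between 17,943 and 18,507 genes reached 1 RPKM, and the 10 genes with the highest values held between 4.4% and 9.2% of the summed RPKM. A gene was taken as detected at an RPKM of at least 1. Tests were run with limma on log2(RPKM + 1) over genes that reached 1 RPKM in at least 4 of the 8 samples. The pseudocount of 1 makes the fold changes of genes with low RPKM smaller than they are on the RPKM scale.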

To characterize the mRNA transcriptomes, we first investigated the distribution of reads across the annotated maize genome (release version 5b.60, filtered gene set). It was shown that, on average, 72.8% and 68.8% of the mRNA-seq reads in shoots and roots, respectively, were mapped to the annotated exons (Figure 1a). We used empirical cutoff values based on the comparison of mean read coverage between annotated exons and introns to assess the transcriptionally active genes in each mRNA-seq library (see Additional file 2, Figure S1). Comparisons were then made between transcriptionally active genes detected in our study and those from other experimental methods. 

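With an RPKM of at least 1 in all 4 genotypes, transcripts of 16,499 genes (41.9% of the 39,423 annotated genes) were detected in shoots and of 16,084 genes (40.8%) in roots. Of these, 14,004 genes were detected in both organs. Single samples differed little, with 17,974 to 18,507 genes at 1 RPKM in the 4 shoot samples and 17,943 to 18,083 genes in the 4 root samples. The counts moved most when detection in any genotype was enough, to 19,887 genes in shoots and 19,820 in roots, and a cutoff of 2 RPKM left 13,287 and 12,801 genes. The paper set its cutoff from the read coverage of exons and introns, which the RPKM values do not carry.

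**Figure D1:**
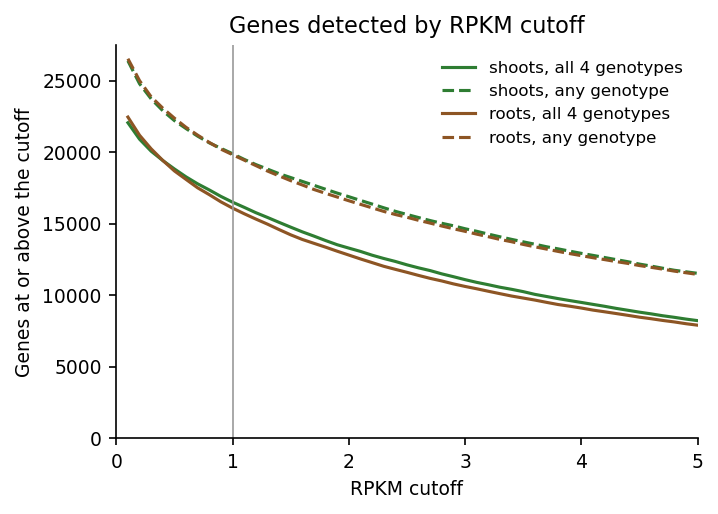
Number of genes (y-axis) at or above each RPKM cutoff (x-axis) in shoots (green) and roots (brown), in all 4 genotypes (solid lines) or in any genotype (dashed lines). At the cutoff of 1 RPKM (grey line) the counts in all 4 genotypes are 16,499 and 16,084, and in any genotype 19,887 and 19,820.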

For the 39,423 annotated genes in the maize genome, transcripts of 19,922 (50.5%) and 20,407 (51.8%) genes were detected in shoots and roots, respectively, of which 90.6% to 91.7% were supported by expressed sequence tags (ESTs) or full-length cDNAs (Figure 1b), indicating the reliability of our mRNA-seq data. Next, we investigated the Gene Ontology (GO) functional categories of genes whose transcripts were detected only in shoots (shoot-specific) or only in roots (root-specific). 

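Genes with an RPKM of at least 1 in all 4 genotypes of an organ and below 1 in all 4 genotypes of the other organ were counted as organ-specific. There were 1,099 shoot-specific and 919 root-specific genes. Most of them had low levels, with a median over genes of the mean RPKM of 4.16 for the shoot-specific genes in shoots and 3.73 for the root-specific genes in roots. The mean was below 2 RPKM for 217 shoot-specific genes (19.7%) and 172 root-specific genes (18.7%), and it reached 10 RPKM for 306 and 166 genes. The rule for absence mattered most. When a gene only had to miss 1 RPKM in at least 1 genotype of the other organ, 2,495 genes were shoot-specific and 2,080 root-specific. The functional categories were not analysed here. From the categories enriched in each set, the paper links the shoot-specific genes with photosynthesis and the root-specific genes with the response to stress.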

We found that shoot-specific genes (1,121 genes) were significantly enriched in the photosynthesis pathway, whereas root-specific genes (1,214 genes) were functionally enriched in the stress-response pathway (Figure 1c). Thus, we generated organ-specific transcriptomes of two maize inbred lines and their reciprocal hybrids.

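Shoots and roots were compared over the 4 genotypes with limma, with the genotype as a covariate, for 19,375 genes. With a Benjamini-Hochberg adjusted p-value below 0.05, transcripts of 4,645 genes were higher in shoots and of 5,336 genes higher in roots. The largest differences toward shoots were those of GRMZM2G083841_T01, GRMZM2G351977_T01 and GRMZM2G153184_T01. GRMZM2G083841_T01 had 1,076.95 ± 442.59 RPKM in shoots and 1.11 ± 1.01 RPKM in roots (SD, n = 4 genotypes), a log2 difference of 9.04 (standard error 0.21, adjusted p = 4.94e-08 from limma). The log2 differences of GRMZM2G351977_T01 and GRMZM2G153184_T01 were 9.00 (adjusted p = 5.71e-08) and 8.94 (adjusted p = 5.03e-08). Toward roots, GRMZM2G036629_T01 had 2.02 ± 1.41 RPKM in shoots and 613.52 ± 321.11 RPKM in roots (SD, n = 4), a log2 difference of -7.61 (standard error 0.41, adjusted p = 1.29e-06 from limma). GRMZM2G025205_T01 (-7.59, limma adjusted p = 3.65e-07) and GRMZM2G059465_T01 (-7.57, limma adjusted p = 3.78e-07) followed. All 6 genes changed in the same direction in the 4 genotypes, which was a condition for naming them. The number of genes higher in shoots changed most without Mo17 × B73, to 3,992, and that of genes higher in roots when the filter on low RPKM was dropped, to 4,426. The paper treats the set of genes detected in each organ as its organ-specific transcriptome.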

**Figure 1:**
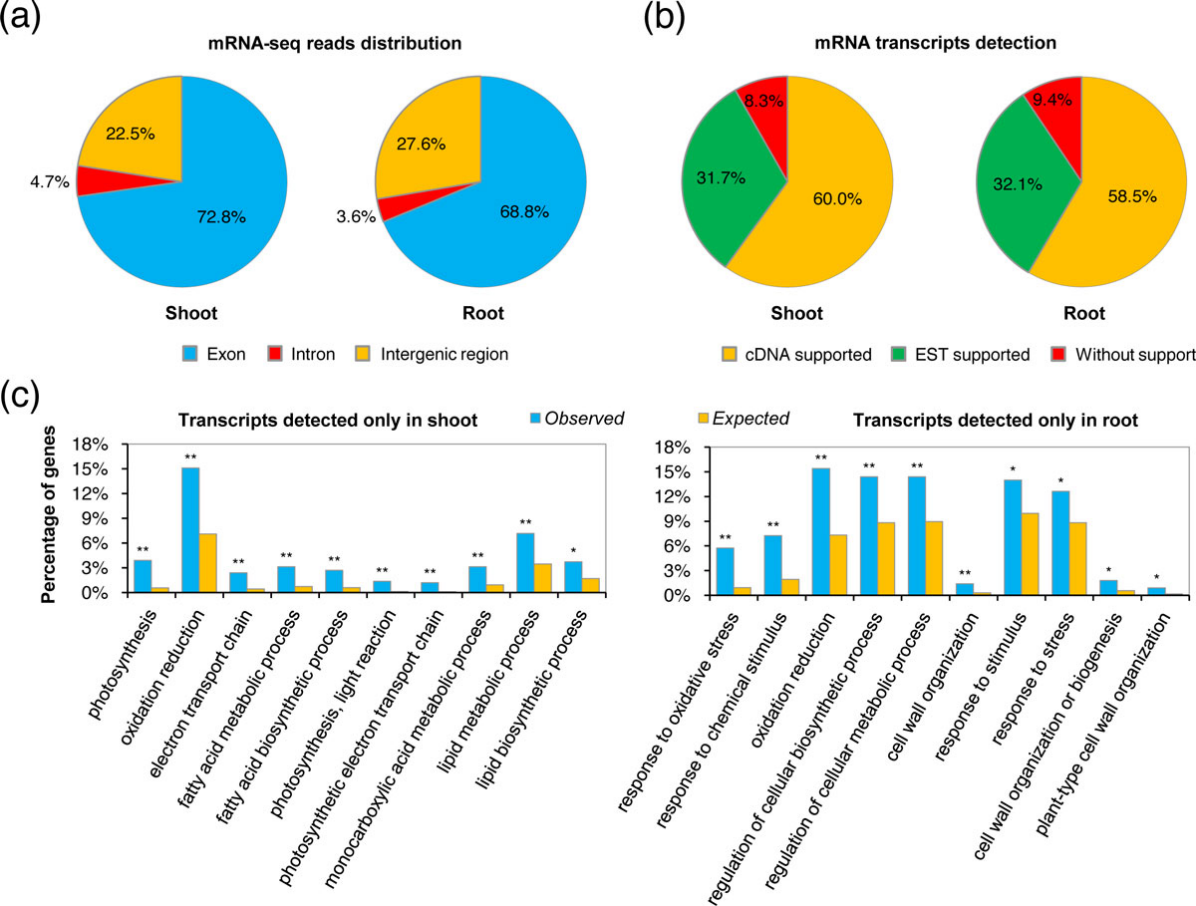
**Transcriptomic profiling in maize inbred lines and their reciprocal hybrids**. **(a) **Distribution of the mapped reads in the maize genome for mRNA sequencing (mRNA-seq) libraries from shoots and roots. For each organ, the mean percentages of both hybrids and parents are shown. **(b) **Proportion of mRNA transcripts identified in shoots and roots by mRNA-seq, according to gene annotations supported by expressed sequence tag (EST) or full-length cDNA data. For each organ, the mean percentages of both hybrids and parents are shown. **(c) **Functional categories of genes showing organ-specific expression. For each organ, only genes whose transcripts were detected in both hybrids and parents were included in the analysis. False-discovery rate adjusted *P*-values: *P<0.05 and **P<0.01, respectively.

To characterize the epigenomes, we first examined the mean read coverage of different epigenetic modifications relative to genes with differential expression. 

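For DNA methylation and each histone modification, the authors pooled the reads of the 8 libraries, called regions on the pool with MACS and deposited the number of tags of each library in each region as counts, without normalization. There were 152,490 regions of DNA methylation, 62,768 of H3K4me3, 66,230 of H3K9ac and 67,099 of H3K36me3. Because the regions were called on pooled reads, a region is not evidence that a given sample carries the mark. Tags in regions ranged from 2,971,056 to 7,759,781 per McrBC-seq library, with a median of 5,239,560 in shoots and 5,781,301 in roots. For H3K4me3 they ranged from 2,063,638 to 6,013,142, with medians of 4,945,759 in shoots and 2,848,124 in roots. For H3K9ac they ranged from 1,326,026 to 9,422,183, with medians of 6,389,127.5 and 2,807,607. For H3K36me3 they ranged from 2,716,317 to 6,106,520, with medians of 4,613,067 and 3,173,389.5. A region with 3 tags holds between 0.318 and 2.262 ppm of the tags of its library, and smaller levels cannot be told from 0. In Mo17, the least deeply sequenced genotype of McrBC-seq, the median region held 12 tags in both organs, against 26 to 31 tags in the hybrids, so that differences of single regions are least certain there. Of the mapped reads, 34.52% ± 0.92 fell in the regions in shoots and 35.28% ± 1.21 in roots for McrBC-seq (SD, n = 4 genotypes, exact permutation test p = 0.3714). The shares were 55.55% ± 4.02 and 28.88% ± 5.58 for H3K9ac (p = 0.0286, the smallest p that 4 against 4 samples allow in an exact permutation test). They were 44.52% ± 4.84 and 30.5% ± 4.69 for H3K36me3 (exact permutation test, p = 0.0286), and 49.78% ± 15.48 and 39.58% ± 4.87 for H3K4me3 (exact permutation test, p = 0.2857). These tests did not use the pairing of shoots and roots by genotype. With the pairing kept, an exact permutation test over 8 splits cannot give a p below 0.125. Levels were computed as the tags of a region scaled by its length and by the mapped reads of Table S1 (RPKM), as the paper's methods state. Counts of regions that differ between organs come from edgeR's quasi-likelihood test on the tags with TMM normalization. The positions of annotated genes are not in the files analysed here, so all values are over regions, not genes.

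**Figure D2:**
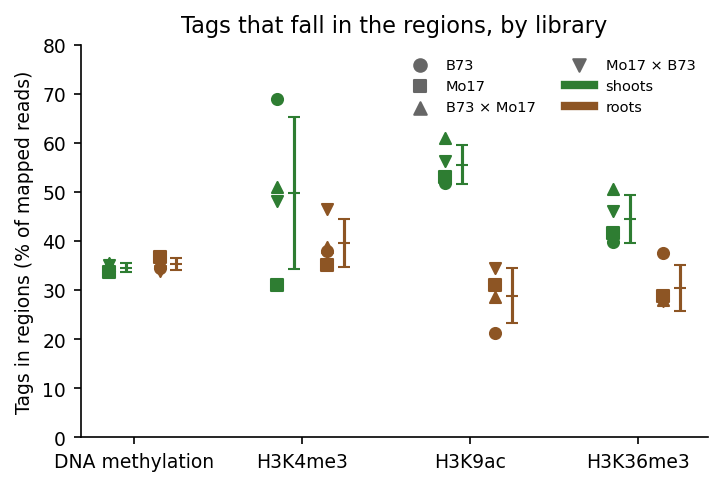
Tags in regions as a percentage of the mapped reads (y-axis) in each library of the 4 marks (x-axis), shoots in green and roots in brown, with 1 symbol per genotype and the mean ± SD of the 4 genotypes beside them. The H3K9ac libraries of shoots lie between 51.9% and 60.9%, and those of roots between 21.3% and 34.5%.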

Our data showed that DNA methylation in genic regions correlated with transcriptional repression, whereas genic modifications of H3K4me3, H3K9ac and H3K36me3 were associated with active gene transcription (Figure 2a; see Additional file 2, Figure S2); these results were consistent with those of previous studies [7,8,14] and thus indicate the reliability of our epigenomic data. 

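The regions of Figure S3 were found in the McrBC-seq files by their positions, and their levels in the 4 shoot samples were averaged. Region 1 lies on chromosome 3 of the B73 genome from 69353267 to 69354620, and had 108.38 ± 97.36 RPKM (SD, n = 4 genotypes). The next 3 regions, on chromosomes 2, 2 and 5, had 51.95 ± 44.56, 46.09 ± 38.2 and 30.55 ± 26.64 RPKM. Of the 4 shoot samples, B73 × Mo17 had the lowest level in these 4 regions, with 6.83 RPKM in region 1 (202 tags), and Mo17 the highest, with 228.31 RPKM (2,794 tags). Regions 5 to 9 had means between 17.2 RPKM (SD 19.4) and 8.76 RPKM (SD 15.5). In each of them B73 was far above the other genotypes. Region 9, on chromosome 7 from 82575255 to 82576160, had 32.01 RPKM in B73 (347 tags), and 1.1 RPKM in Mo17, 1.01 in B73 × Mo17 and 0.91 in Mo17 × B73 (9 to 20 tags). All 9 means were above those of at least 99.92% of the 152,490 regions. The means depended on the genotypes included: region 1 had 68.41 RPKM without Mo17, and region 9 had 1.01 RPKM without B73.

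**Figure D3:**
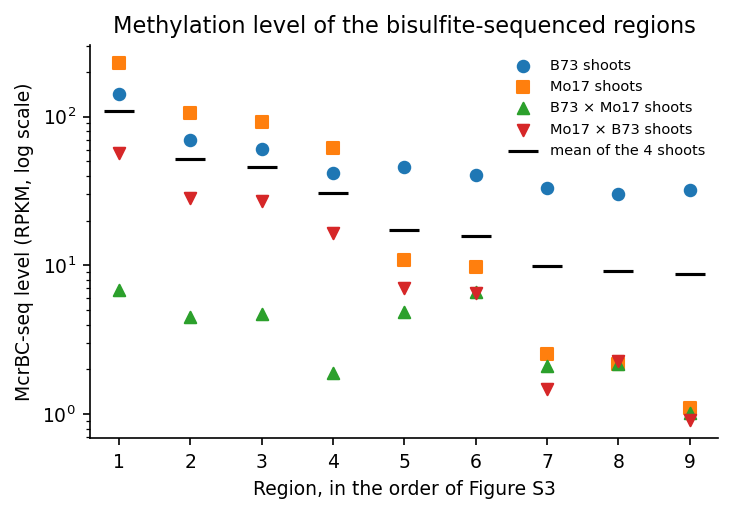
McrBC-seq level (RPKM, log scale on the y-axis) of the 9 bisulfite-sequenced regions (x-axis, in the order of Figure S3) in shoots of the 4 genotypes, with black bars for their mean. In regions 5 to 9 B73 lies between 30.02 and 46.06 RPKM and the other genotypes at or below 10.86 RPKM.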

We also identified genomic regions associated with DNA methylation, and randomly selected nine regions and validated their *Mcr*BC-seq data by genomic bisulfite sequencing (see Additional file 2, Figure S3). Each histone modification was mapped to the corresponding genomic region using MACS software [42], and it was found that the majority (68.3 to 74.0%) of genomic regions with histone modifications (H3K4me3, H3K9ac, and H3K36me3) were associated with annotated genic regions (Figure 2b). By contrast, only 18.2% of genomic regions with DNA methylation were associated with annotated genic regions (Figure 2b).

**Figure 2:**
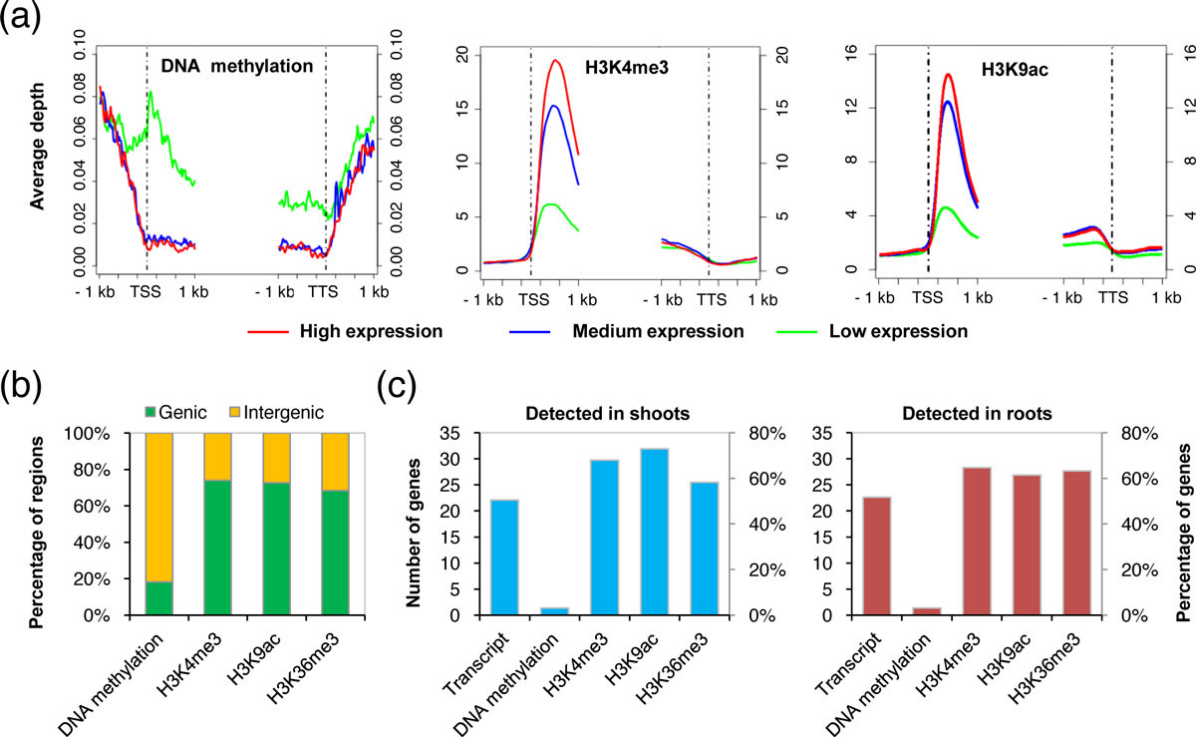
**Epigenomic profiling in maize inbred lines and their reciprocal hybrids**. **(a) **Distribution of DNA methylation, H3K4me3 and H3K9ac levels around transcription start site (TSS) and transcription termination site (TTS) of differentially expressed genes. Genes with detected transcripts were sorted according to their expression levels, and further divided into three groups (high, medium, and low expression levels, each with an equal number of genes). The mean read coverage of genes with epigenetic modifications was plotted (*y*-axis). **(b) **Frequencies of epigenetically modified regions in genic and intergenic regions of the maize genome. For each epigenetic mark, modified genomic regions identified using merged sequencing data from shoots and roots of both hybrids and parents were included in the analysis. **(c) **Number and percentage of genes identified with expression or epigenetic modifications. For each organ, only genes with detected transcripts or epigenetic modifications in both hybrids and parents were included.

Next, we analyzed the number and percentage of genes associated with expression or epigenetic modifications in shoots and roots. The levels of different epigenetic modifications on each gene were evaluated by directly counting the numbers of reads located in the genic region, and a threshold of read coverage defined by randomization (*P*<0.01) was used to identify genes with each modification. Generally, we obtained a similar number and percentage for genes with particular types of epigenetic modifications in shoots and roots (Figure 2c). Of 39,423 annotated genes in the maize genome, 22,696 to 28,786 (58.3% to 73.0%) and 24,248 to 25,532 (61.5% to 64.8%) genes in shoots and roots, respectively, contained histone modifications (H3K4me3, H3K9ac, and H3K36me3). However, only 1,243 (3.1%) and 1,276 (3.2%) genes contained DNA methylation in shoots and roots, respectively (Figure 2c). Together, we generated integrated maps of epigenomes and transcriptomes in shoots and roots of two maize inbred lines and their reciprocal hybrids (see Additional file 2, Figure S4 for a representative region on chromosome 1 showing the integrated maps).

### Patterns of variation in gene expression and epigenetic modifications between organs and between genotypes

To survey the global trends of transcriptional and epigenetic variation in different organs of maize hybrids, we performed genome-wide pairwise comparisons of gene expression and each epigenetic modification between organs and between genotypes. For each gene, the relative levels of its expression and epigenetic modifications were normalized to aligned reads per kilobase exon model per million mapped reads (RPKM) and aligned reads per kilobase genic (or genomic) region per million mapped reads (RPKM), respectively. To reduce the bias resulting from different sequencing coverages, only genes or genomic regions with detected transcripts or epigenetic modifications in both compared samples were included in a pairwise comparison. Genes or genomic regions showing significant discrepancy (*P*<0.05) in expression or epigenetic modifications between biological replicates were excluded from further analyses.

To assess the transcriptional and epigenetic variation between organs and between genotypes, we performed hierarchical clustering, selecting genes with significant differences in expression or any epigenetic modifications in at least one organ or genotype. The clustering of expression data showed that the global patterns of transcriptomes were more distinguishable between shoot and root than between genotypes (Figure 3a), suggesting that variation in gene expression is more extensive between organs than between different genotypes (Figure 3c), which is consistent with a recent study [43]. 

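Of the annotated genes, 14,420 spanned at least a factor of 2 over the 8 samples on the log2(RPKM + 1) scale, and these were clustered by Ward's method. The first division of the tree separated the 4 shoot samples from the 4 root samples, at a height of 425.62 against 95.09 for the next division. Of the summed squares around the gene means, 85.55% lay between the organs and 9.14% between the 4 genotypes. Every other split of the 8 samples into equal groups gave less than the split by organ (exact permutation test over 35 splits, p = 0.0286, the smallest p it can give). Only 8 of these splits have 1 sample of each genotype on either side. Among them the exact permutation p was 0.125, again the smallest it can give. The 9.14% between genotypes is bounded by the share between organs, as each genotype pairs a shoot with a root sample. Of the 24 pairings of a shoot with a root, none other gave as much (exact permutation test, p = 0.0417, the smallest p it can give), where all pairings together give an exact p of 0.781. With a pseudocount of 0.1 the share between organs was lowest, at 77.16%, and the division of the tree was the same. From the separation of shoots and roots, the paper proposes that gene expression varies more between organs than between genotypes.

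**Figure D4:**
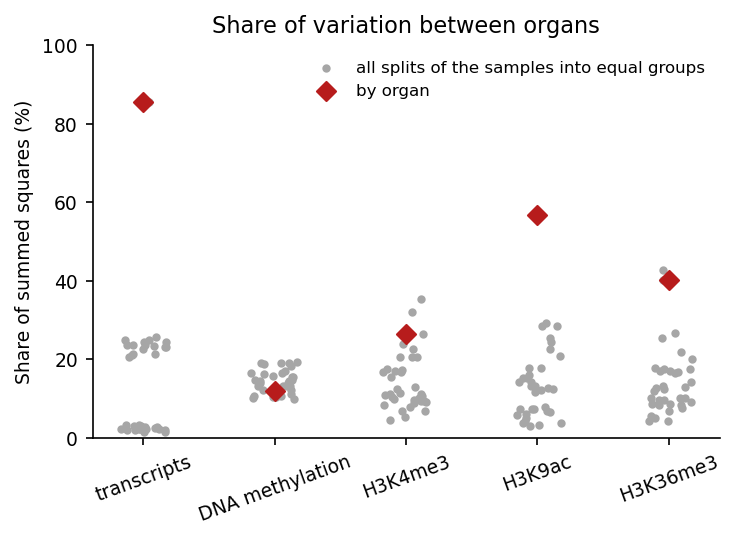
Share of the summed squares between 2 equal groups of the 8 samples (y-axis, percent) for transcripts and each mark (x-axis), with a red diamond for the split into shoots and roots and grey points for all 35 splits. For transcripts the split by organ holds 85.55%, for H3K9ac 56.76%, for H3K36me3 40.16%, for H3K4me3 26.44% and for DNA methylation 12.01%.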

The clustering of histone modification data showed that the global patterns of histone modifications (H3K4me3, H3K9ac, and H3K36me3) vary both between organs and between genotypes (Figure 3a,c; see Additional file 2, Figure S5). 

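The levels of the histone modifications were compared in the same way, over regions that spanned at least a factor of 1.5 between samples. For H3K4me3, 26.44% of the summed squares lay between organs (exact permutation test over 35 splits, p = 0.0857) and 53.30% between genotypes (exact permutation test over all pairings, p = 0.2). For H3K9ac the shares were 56.76% (exact p = 0.0286) and 32.10% (exact p = 0.781), and for H3K36me3 40.16% (exact p = 0.0571) and 41.69% (exact p = 0.5429). A large share between organs lowers the share that genotypes can reach, so the genotype shares were also compared among the 24 pairings of a shoot with a root. There the exact permutation p was 0.0417 for H3K4me3, the smallest it can give, and 0.0833 for H3K9ac and H3K36me3. The organ shares were also compared among the 8 splits with 1 sample of each genotype on either side. For each of the 3 marks the split by organ gave the largest share (exact permutation test, p = 0.125, the smallest it can give). In the Ward tree of H3K9ac the 4 shoot samples separated from the 4 root samples. For H3K36me3 the root samples of Mo17 and both hybrids separated from the rest, and then B73 shoots and roots from the shoots of Mo17 and the hybrids. For H3K4me3 the shoots of B73 and both hybrids separated from the rest, and then Mo17 shoots and roots from the remaining roots. The share of H3K9ac between organs changed most with quantile normalization, to 27.70% (exact p = 0.0571), and the tree then grouped B73 roots with the shoots of B73 and the hybrids. From the trees the paper concludes that levels of the 3 histone modifications depend on the organ as well as the genotype.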

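The methylated regions of the files were clustered without selecting genic ones. Of 152,490 regions, 68,905 spanned at least a factor of 1.5 over the 8 samples on the log2(RPKM + 1) scale. Of their summed squares, 12.01% lay between shoots and roots (exact permutation test over 35 splits, p = 0.8). Of the 8 splits with 1 sample of each genotype on either side, 4 gave as much as the split by organ (exact permutation test, p = 0.5). The root mean square log2 distance between shoots and roots of the same genotype was 0.3629 (0.2539 to 0.4603, 4 pairs). It was 0.4132 (0.2692 to 0.571, 12 pairs) between genotypes of the same organ, so that the ranges overlapped. The share between organs moved most without Mo17, to 19.91%. All splits together average 14.29% with 8 samples and 20% without a genotype, so this rise does not show an organ effect. The paper concludes from its tree that DNA methylomes are similar between organs and distinct between hybrids and parents.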

Moreover, the clustering of DNA-methylation data indicated that whereas DNA methylomes are similar between shoots and roots, they are distinct between hybrids and parents (Figure 3b).

**Figure 3:**
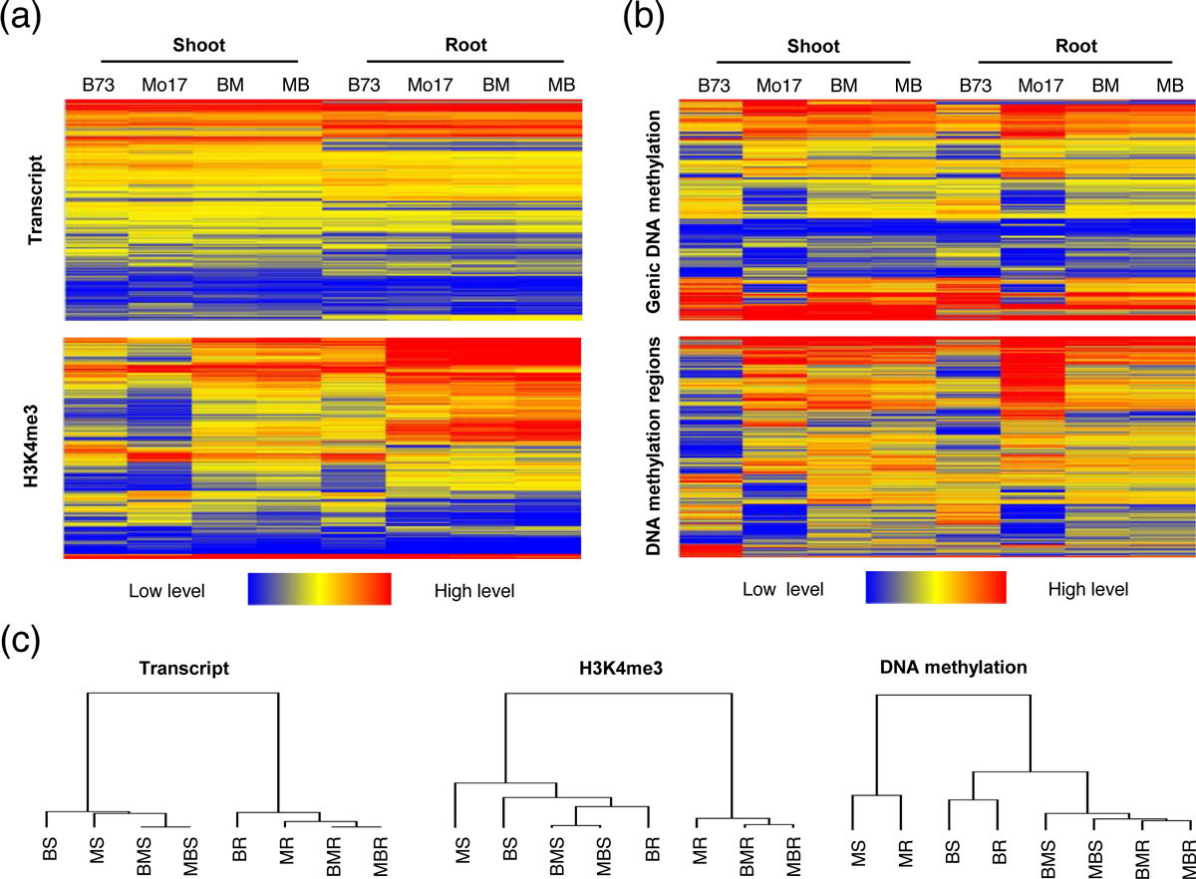
**Patterns of variations in transcriptomes and epigenomes between organs and between genotypes**. **(a,b) **Hierarchical clustering of transcription, histone modifications, and DNA-methylation levels in shoots and roots of maize hybrids and their parents. Only genes with significant differences in expression (*P*<0.001) or epigenetic modifications (*P*<0.01) in at least one pairwise comparison between organs or between genotypes were clustered using Cluster, version 3.0 (Ward's method, Euclidean distance) and visualized using Java TreeView, version 1.6.6r2. **(c) **Tree view of hierarchical clustering in (a) and (b). B, B73; M, Mo17; BM, B73 ´ Mo17; MB, Mo17 ´ B73; R, root; S, shoot.

Because the majority (81.8%) of methylated regions are located in intergenic regions in the maize genome (Figure 2b), we also performed hierarchical clustering using detected methylated regions. 

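Between genotypes lay 54.35% of the summed squares of the 68,905 methylated regions (exact permutation test over all pairings of the 8 samples, p = 0.0286). Among the 24 pairings of a shoot with a root, 2 gave as much, the genotypes included (exact permutation test, p = 0.0833). In the Ward tree B73 shoots separated from the other 7 samples, and then Mo17 shoots and roots separated from the hybrids and B73 roots. Over regions with at least 10 tags in every sample, B73 shoots again separated first, but Mo17 did not separate next. The shoots of both hybrids and Mo17 × B73 roots then separated from Mo17 shoots and roots, B73 roots and B73 × Mo17 roots. Quantile normalization separated B73 shoots and roots from the rest, and then Mo17 shoots and roots from the 4 hybrid samples. The share between genotypes was 54.41% under that setting (exact p = 0.0286). When a genotype was left out, the share was between 48.63% and 55.06%. The exact p was 0.2 without B73 and without Mo17, and 0.0667 without either hybrid, the smallest p that the remaining 15 pairings allow. From the grouping of samples by genotype, the paper concludes that DNA methylation is affected more by genotype than by organ.

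**Figure D5:**
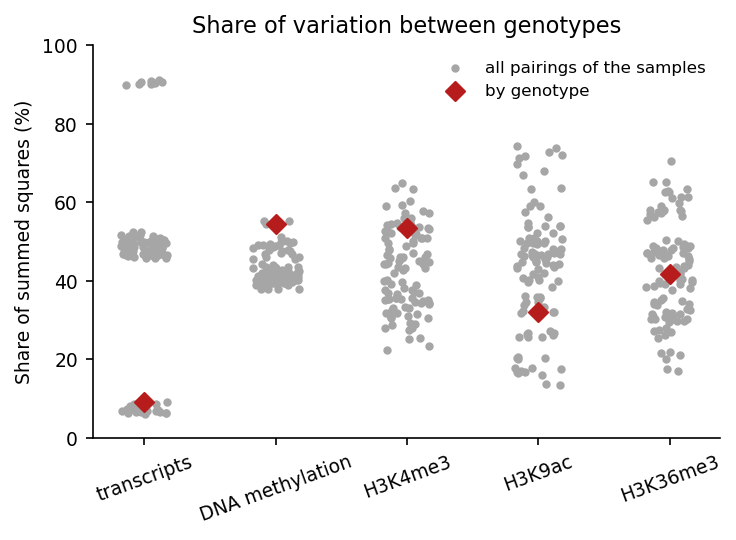
Share of the summed squares between 4 pairs of samples (y-axis, percent) for transcripts and each mark (x-axis), with a red diamond for the pairs of the same genotype and grey points for all pairings. DNA methylation lies at 54.35%, H3K4me3 at 53.30%, H3K36me3 at 41.69%, H3K9ac at 32.10% and transcripts at 9.14%.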

This analysis identified the same patterns of variation between organs and between genotypes as those found for genic DNA methylation (Figure 3b), thus indicating that patterns of variation in DNA methylation are affected more substantially by genotypes than by organs (Figure 3c). Consistent with this conclusion, a recent study using seedling shoots of the maize inbred lines B73 and Mo17 also suggested extensive variation in DNA methylation [20]. Moreover, further inspection of our data showed that genic DNA methylation in shoots and roots of hybrids exhibited B73-like patterns (Figure 3b), suggesting that parental difference in this repressive epigenetic mark is the main contributor to changed DNA methylation in hybrids, a phenomenon also reported in *Arabidopsis *hybrids [25].

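Methylated regions were taken that differed at least 2-fold between B73 and Mo17 of the same organ on the RPKM + 1 scale, over the whole genome. There were 4,040 such regions in shoots and 2,670 in roots. In shoots, B73 × Mo17 was nearer to B73 than to Mo17 on the log2 scale in 36.86% of the regions (95% Wilson interval 35.38 to 38.36) and Mo17 × B73 in 33.02% (31.59 to 34.49). In roots the shares were 65.06% (63.23 to 66.84) for B73 × Mo17 and 64.42% (62.58 to 66.21) for Mo17 × B73. The intervals treat the regions as independent and do not include error between plants, as each sample was 1 combined library. Shoots moved most when the regions were chosen by the parents' difference in roots, to 54.08% for B73 × Mo17 and 54.49% for Mo17 × B73. Roots moved most with quantile normalization, under which B73 × Mo17 was nearer to B73 in 36.62% and Mo17 × B73 in 34.41% of the regions. The paper's B73-like pattern in the hybrids is one of genic DNA methylation, while the regions here are not separated into genic and intergenic ones. The paper proposes that the parental difference is the main contributor to changed DNA methylation in hybrids.

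**Figure D6:**
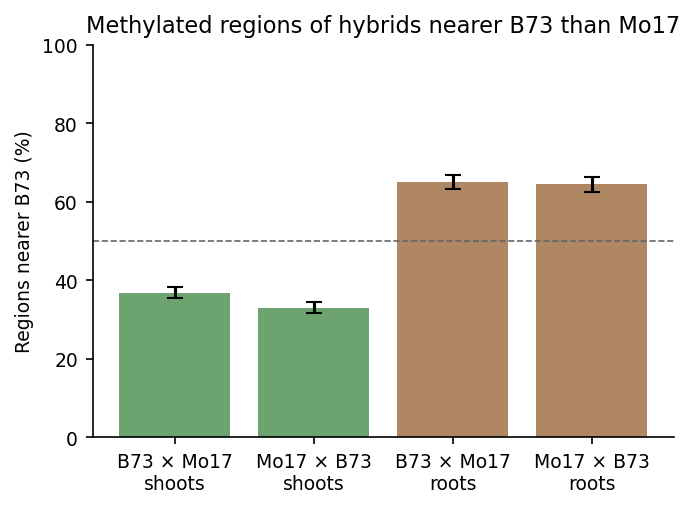
Percentage of the methylated regions that differ at least 2-fold between the parents at which a hybrid is nearer to B73 than to Mo17 (y-axis), for both hybrids (x-axis) in shoots (green) and roots (brown), with 95% Wilson intervals and a dashed line at 50%. The shoot bars are at 36.86% and 33.02% and the root bars at 65.06% and 64.42%.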

### Histone modifications are associated with differential gene expression between organs and between hybrids and parents

Next, we explored the relationships between epigenomic variation and transcriptomic diversity between shoots and roots of the maize hybrids. Because the transcripts of most methylated genes (64.2% and 66.4% in shoots and roots, respectively) were undetectable, and because very few genes showed simultaneous variations in gene expression and DNA methylation between organs or between hybrids and parents, genic DNA methylation was excluded from further analysis in this part of the study.

To investigate the relationships between variations in histone modifications and gene expression between organs, we first counted the frequencies of concurrence between differential histone modifications and gene expression (Figure 4a). We found a high level of concurrence between differences in histone modifications and in gene expression (Figure 4a). For example, for those genes with higher levels of H3K4me3 in shoots, 87.3% also had higher levels of expression in shoots. We further selected the genes with significant differences in both transcripts (*P*<0.001 and fold change >2.0) and epigenetic modifications (*P*<0.01 and fold change >1.5) between shoots and roots, so as to quantitatively examine the correlation between differences in histone modifications and in gene expression between organs. We found that histone modifications positively correlated with differential gene expression, especially for H3K4me3 (Pearson correlation = 0.832, *P*<0.01) (Figure 4b; see Additional file 2, Figure S6). These observations indicate that histone modifications are associated with differential gene expression between shoots and roots in maize (Figure 4c). We also investigated the relationship between variations in histone modifications and in gene expression between hybrids and parents, and found positive correlations between differences in gene expression and in these three histone modifications (Figure 4d; see Additional file 2, Figure S6). These results indicate that histone modifications are associated with variation in gene expression in both shoots and roots of maize hybrids.

**Figure 4:**
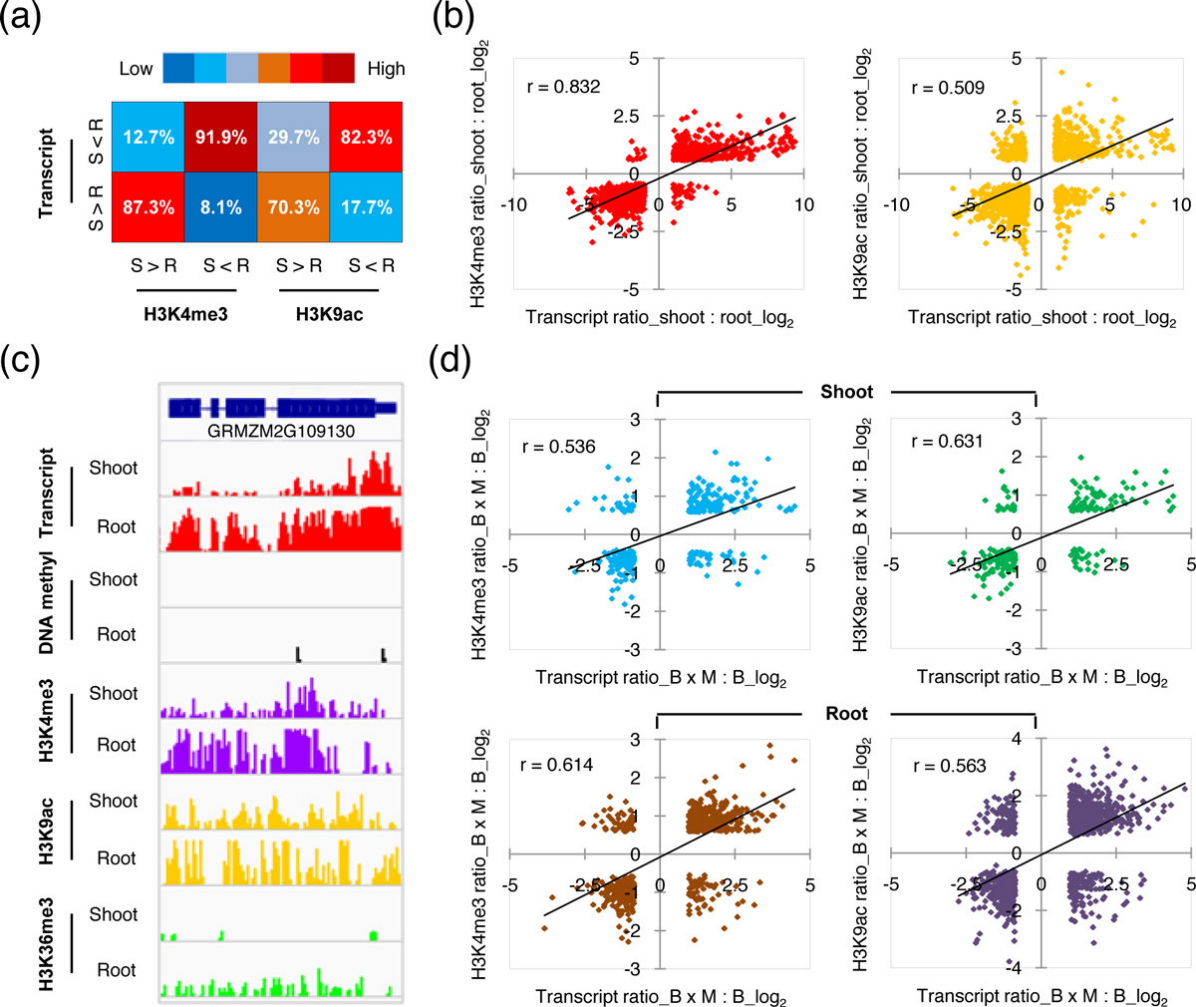
**Relationships of variations in gene expression and histone modifications between organs and between genotypes**. **(a) **Frequencies of concurrence between variations in gene expression and histone modifications between shoots and roots. R, root; S, shoot. Numbers indicate the percentage of differentially modified genes that were also differentially expressed. **(b) **Correlations between differential gene expression (*P*<0.01 and fold change >2.0) and histone modifications (*P*<0.01 and fold change >1.5) between shoots and roots. **(c) **A typical maize gene showing differential gene expression and epigenetic modifications in shoots and roots. DNA methyl, DNA methylation. **(d) **Correlations between differential gene expression (*P*<0.01 and fold change >2.0) and histone modifications (*P*<0.01 and fold change >1.5) between hybrids and parents.

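The gene shown in Fig. 4c, GRMZM2G109130_T01, had 3.14 ± 0.36 RPKM in shoots and 63.6 ± 19.7 RPKM in roots (SD, n = 4 genotypes). Its log2 difference between shoots and roots was -3.93 (standard error 0.21, adjusted p = 1.24e-06 from limma). In single genotypes the RPKM in shoots and roots was 3.22 and 50.64 in B73, 3.14 and 52.39 in Mo17, 2.66 and 92.7 in B73 × Mo17, and 3.52 and 58.69 in Mo17 × B73. A pseudocount of 0.1 moved the log2 difference most, to -4.26. The paper presents the gene as one whose histone modifications differ between the organs together with its expression.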

### Genes that are upregulated in shoots and roots of hybrids are significantly enriched in the nucleosome assembly pathway

To exploit the biological implication of differential gene expression or epigenetic modifications in different organs of maize hybrids, we examined the functional categories of genes in each pattern of variation. The modes of gene action in hybrids are classified as additive and non-additive, and the latter is further subdivided into upregulation or downregulation relative to the mid-parent value (MPV). To ensure the reliability of the data, we used only sequencing reads that mapped uniquely to the genome of both B73 and Mo17, and used a significance level of *P*<0.001 to identify the differentially expressed or modified genes between hybrids and parents. 

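The mid-parent comparison was computed from the RPKM of 14,004 genes with at least 1 RPKM in all 8 samples. The mid-parent value of an organ was the mean RPKM of B73 and Mo17, and a gene was counted when both reciprocal hybrids lay at least 1.5-fold above, or both at least 1.5-fold below it, on the RPKM + 1 scale. This differs from the paper's comparison, which tested read counts at a p-value threshold of 0.001 and used reads that map uniquely to both genomes. Whether the RPKM values include that restriction to both genomes is not stated, and read counts per gene are not in the files analysed here. With 1 combined sample per hybrid and parent, the error of a gene's difference from the mid-parent value is unknown.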

To exclude discrepancies between reciprocal hybrids, only genes showing the same pattern of variation in reciprocal hybrids were included in the analyses. Moreover, to reduce the bias resulting from different sequencing coverages, and to make the results comparable between organs, only genes whose transcripts or epigenetic modifications were detected in both shoots and roots of both hybrids and parents were included in the functional analysis. These genes were then subjected to GO analysis using agriGO software [44]. With respect to each epigenetic mark, no biological pathway was significantly enriched in genes showing additive or non-additive epigenetic modifications in hybrids.

In total, 1,510 (false-discovery rate (FDR) = 0.0017) and 647 (FDR = 0.012) genes exhibiting additive expression were identified in shoots and roots of reciprocal hybrids, respectively, of which, 221 genes had additive expression in both organs (Figure 5a; see Additional file 3, Table S2). 

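Table S2 lists the genes of each class, and 1,997 of its rows were available, with 1,320 further rows left out. The paper set the classes from the same mRNA-seq data, so the ratios below describe the classes and do not test them. All 1,997 genes were found among the 39,423 genes of the files. For the 905 genes listed as additive in shoots, the log2 ratio of the hybrids to the mid-parent value had a median of -0.0293, with quartiles at -0.1205 and 0.0703. The 388 genes listed as additive in roots had the same median of -0.0293, with quartiles at -0.1379 and 0.0752. The medians of the reciprocal hybrids were -0.0077 (B73 × Mo17) and -0.0424 (Mo17 × B73) in shoots, so the distance from 0 was about as large as the difference between the hybrids. The parents of these genes differed by a median of 0.586 on the log2 scale in shoots and 0.5498 in roots. Both hybrids lay between the parents for 696 of the 905 genes in shoots and 224 of the 388 genes in roots. Of the available rows, 121 genes were listed as additive in both organs. With the geometric mean of the parents as the mid-parent value, the medians changed sign, to 0.0127 in shoots and 0.0019 in roots.

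**Figure D7:**
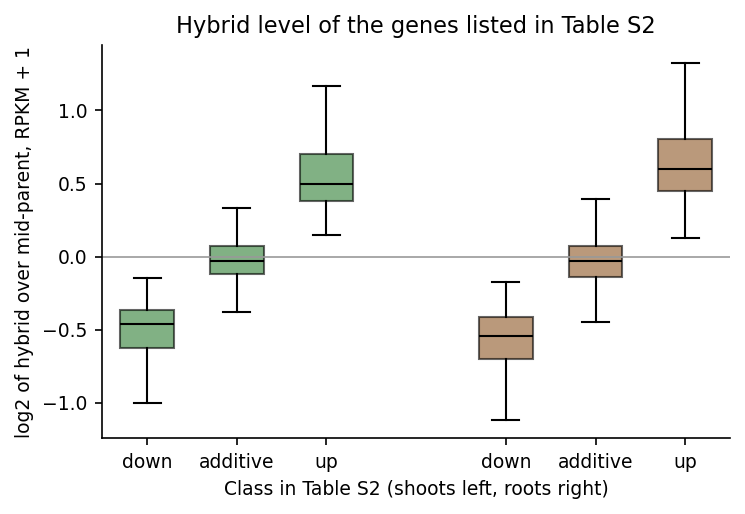
Log2 ratio of the hybrids (mean of both) to the mid-parent value, on the RPKM + 1 scale (y-axis), for the available genes of each class of Table S2 (x-axis) in shoots (green) and roots (brown). Boxes span the quartiles, lines mark medians and whiskers reach the last gene within 1.5 times the box. The medians are -0.4619, -0.0293 and 0.4976 in shoots and -0.545, -0.0293 and 0.5977 in roots. The paper chose the classes from the same data.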

Functional analysis showed that no biological pathway was enriched in genes additively expressed in either shoots or roots. 

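The 4 hybrid samples were compared with the 4 parental samples with limma, with the organ as a covariate, over 19,375 genes. No gene had an adjusted p-value below 0.05 in either direction. The count was 0 in each of the 4 alternatives as well, such as a pseudocount of 0.1 or no filter on low RPKM. In this test B73 and Mo17 are replicates of each other, so differences between the parents add to the error. The test therefore has little power for genes at which the parents differ. The paper first excluded genes that differed significantly between replicates. Its own comparison then treats the reads of each combined sample as the only source of error. Its non-additive genes are those past the threshold against the mid-parent value in both reciprocal hybrids.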

In addition, we identified 1,044 (FDR = 0.0075) and 1,330 (FDR = 0.0059) genes showing non-additive expression in shoots and roots of reciprocal hybrids, respectively. 

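By the 1.5-fold rule on the RPKM, 253 genes were above and 238 below the mid-parent value in shoots of both reciprocal hybrids. In roots 270 genes were above and 219 below. As a control, the parents were compared with the mean of the hybrids. There 143 genes were above and 252 below in shoots, and 316 above and 519 below in roots. The fold threshold mattered most, and with the smallest threshold tried 1,014 genes were above and 972 below in shoots, and 929 above and 1,188 below in roots. Genes listed in Table S2 as upregulated had a median log2 ratio to the mid-parent value of 0.4976 in shoots (262 genes available) and 0.5977 in roots (304 genes). Genes listed as downregulated had medians of -0.4619 (378 genes) and -0.545 (486 genes). Every one of these listed genes lay on its listed side of the mid-parent value in both hybrids. The paper chose the genes by this comparison from the same data, so their side follows from the choice. The 1.5-fold rule itself was met by 63 of the 262 and 81 of the 304 upregulated genes, and by 58 of the 378 and 62 of the 486 downregulated genes.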

Of these, 424 and 508 genes showed upregulation, whereas 620 and 822 showed downregulation in shoots and roots of reciprocal hybrids, respectively (Figure 5a; see Additional file 3 Table S2). Functional analysis showed that genes upregulated in shoots or roots of hybrids were significantly enriched in the nucleosome assembly pathway (for shoots, *P *= 3.4 ´ 10^-12^, FDR = 6.2 ´ 10^-10^; for roots, *P *= 1.8 ´ 10^-13^, FDR = 3.9 ´ 10^-11^) (see Additional file 2, Figure S7). By contrast, no biological pathway was enriched for genes downregulated in either shoots or roots of reciprocal hybrids.

**Figure 5:**
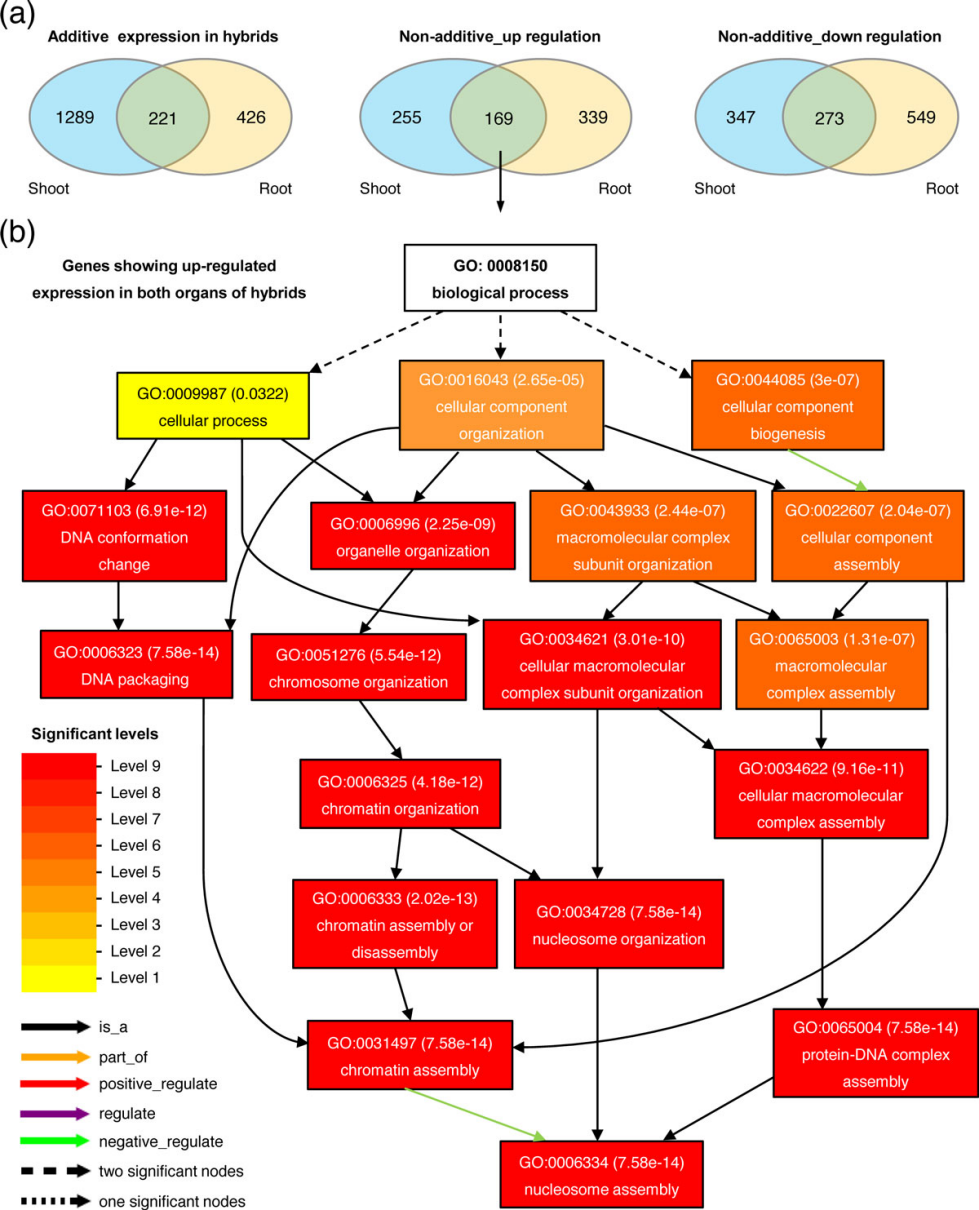
**Variations in gene expression in shoots and roots of maize hybrids**. **(a) **Identification of genes showing additive or non-additive expression in shoots and roots of maize hybrids. Only genes showing the same pattern of expression variations between reciprocal hybrids were included. **(b) **Functional categories of genes upregulated in both shoots and roots of hybrids. The biological process with false-discovery rate adjusted *P*-value <0.01 is shown. GO, Gene Ontology.

We further analyzed the biological functions of genes showing organ-specific non-additive expression, and of genes showing the same pattern of non-additive expression in both organs. 

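The genes past 1.5-fold were compared between organs. In both organs 31 genes were above the mid-parent value, where 4.9 would be shared if the sets of the organs were independent, and 20 genes were below, where 3.7 would be shared. With the smallest fold threshold tried, 186 genes were above and 189 below in both organs, the largest change among the alternatives. Among the available rows of Table S2, 103 genes were listed as upregulated in both organs, 159 only in shoots and 201 only in roots. For the downregulated genes the numbers were 166, 212 and 320. Whether the effect of hybridity differs between organs was tested as an interaction in limma over 19,375 genes, and no gene had an adjusted p-value below 0.05 (the smallest was 0.9747).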

Of 255 and 339 genes upregulated only in shoots or roots of reciprocal hybrids, respectively, no biological pathway was significantly enriched. 

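Of the available genes listed in Table S2 as upregulated in both organs, GRMZM2G078820_T01, GRMZM2G025109_T01 and GRMZM2G085964_T01 were farthest above the mid-parent value in the organ of their smaller change. GRMZM2G078820_T01 had 2.84 RPKM in B73 and 4.37 in Mo17 shoots, and 8.98 in B73 × Mo17 and 11.57 in Mo17 × B73 shoots (no replicates). Its mean log2 ratio to the mid-parent value was 1.28 in shoots and 1.07 in roots. GRMZM2G025109_T01 had mean log2 ratios of 1.09 and 1.67. Its parents differed, with 16.68 RPKM in B73 and 85.86 RPKM in Mo17 roots, and both hybrids were above Mo17 with 196.35 and 139.56 RPKM. GRMZM2G085964_T01 had mean log2 ratios of 1.33 and 1.05. Of the available genes listed as downregulated in both organs, GRMZM2G109039_T01, GRMZM2G022188_T01 and GRMZM2G016561_T01 were farthest below. Their mean log2 ratios were -1.14, -1.13 and -1.13 in shoots and -1.49, -1.38 and -1.13 in roots. Gene functions were not analysed here. From the pathway enriched among genes upregulated in both organs, the paper proposes nucleosome assembly as a common response in shoots and roots of the hybrids.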

However, the nucleosome assembly pathway was significantly enriched for genes upregulated in both organs (*P*= 6.8 ´ 10^-16^, FDR = 7.62 ´ 10^-14^) (Figure 5b). In addition, no biological pathway was enriched for genes showing either organ-specific downregulation, or in genes downregulated in both organs. These data suggest that upregulation of gene expression may be associated with the nucleosome assembly pathway, and that this association may be a common regulatory mechanism in both shoots and roots of maize hybrids.

### Parental alleles contribute similarly to biased expression in both organs of reciprocal hybrids

Previous studies reported that parental alleles show biased expression in different organs of maize hybrids [45,46]. To better understand how parental alleles contribute to differential gene expression or epigenetic modifications in different organs of maize hybrids, we performed allelic bias analysis in hybrids using single-nucleotide polymorphisms (SNPs) identified by comparing our transcriptomic and epigenomic sequencing reads at each base pair of 20,850 homologous genes between parental lines B73 and Mo17. Allele-specific sequencing reads discriminated by the identified SNPs were used to evaluate allelic expression or epigenetic bias in hybrids using a binomial test, with the null hypothesis that two parental alleles are uniformly expressed or modified in the hybrids [8]. To reduce the effects of the divergence of genomic sequences between two parental lines, only the sequencing reads mapping uniquely to the genomes of both B73 and Mo17 were included in the analysis. At *P*<0.05, 533 to 734 SNPs (294 to 410 genes) and 594 to 665 SNPs (317 to 367 genes) that showed biased allelic expression were identified in shoots and roots of reciprocal hybrids, respectively (Figure 6a). However, very few SNPs were identified that could discriminate allelic bias in epigenetic modifications, therefore these were excluded from further analyses. Discrimination of the differential allelic expression based on the direction of allelic bias in hybrids showed no obvious bias toward either B73 or Mo17 (Figure 6a), suggesting that in both shoots and roots of maize, the parental genomes contribute equally to the activity of the transcriptomes in hybrids.

**Figure 6:**
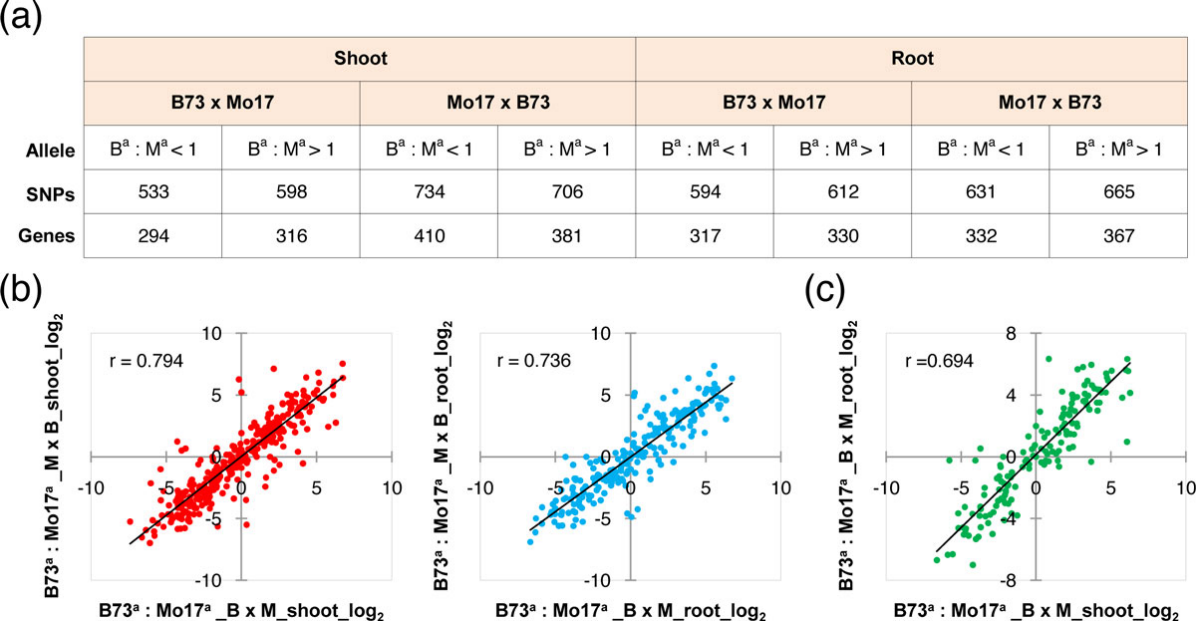
**Allelic expression bias in shoots and roots of reciprocal hybrids**. **(a) **Detection of allelic expression bias in hybrids with a *P*-value cutoff of 0.05. B^a^, B73 allele; M^a^, Mo17 allele. **(b) **Correlation of allelic expression bias between reciprocal hybrids. **(c) **Correlation of allelic expression bias between shoots and roots of B73 ´ Mo17.

Our previous study in rice showed that there was no significant parent-of-origin effect for the action of parental alleles in hybrids [8]. In the current study, we also examined whether this conclusion is true or not in maize hybrids. Of 354 and 249 genes with biased expression in shoots and roots of B73 ´ Mo17 and Mo17 ´ B73, respectively, 333 (94.1%) and 222 (89.2%) exhibited the same direction of biased expression in shoots and roots of both hybrids, respectively. Further quantitative analysis showed that in both shoots and roots, there is a strong positive correlation of differential allelic expression between reciprocal hybrids (Figure 6b). These data suggest that, similar to rice, there is no obvious parent-of-origin effect in shoots and roots of maize hybrids that is responsible for the allelic bias.

To investigate whether there are organ-specific effects of allelic expression in maize hybrids, we identified genes showing biased expression in both shoots and roots of hybrids, and compared the direction of biased expression between organs. We found that, of 170 genes with biased expression in both shoots and roots of B73 ´ Mo17, 146 (85.9%) exhibited the same direction of biased expression in both organs of hybrids. Similarly, of 284 genes with biased expression in both organs of Mo17 ´ B73, 261 (91.9%) exhibited the same direction of biased expression. Further quantitative analysis identified a high positive correlation of differential allelic expression between shoots and roots of hybrids (Figure 6c; see Additional file 2, Figure S8), suggesting that the regulatory mechanisms of allelic bias in these organs may be the same.

### Small interfering RNAs of 22 and 24 nucleotides in length are derived from distinct transposable elements and are differentially accumulated between hybrids and parents

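For sRNA-seq the authors deposited the tags of 6 libraries in 305,669 siRNA clusters as counts, without normalization. Tags in clusters were 3,454,215 in B73, 4,747,071 in Mo17 and 7,244,725 in B73 × Mo17 shoots. In roots they were 2,721,177 in B73, 5,210,817 in Mo17 and 7,008,654 in Mo17 × B73. The paper's Table S1 reports 3,050,450 to 10,372,967 mapped reads for these libraries, and the tags in clusters are between 67.0% and 92.7% of them. The largest cluster alone held 11.867% of the tags of Mo17 shoots and 0.567% of those of B73 × Mo17 shoots. Between 8.4% (B73 × Mo17 shoots) and 47.9% (Mo17 roots) of the clusters had no tag in a library, and 80,017 clusters had tags in all 6. The files do not divide the clusters by siRNA length, so results for 21 nt, 22 nt or 24 nt siRNAs were not analysed here. Cluster positions are given as the first positions of reads, and 24 nt were added to each cluster's length before RPKM were computed with the mapped reads of Table S1. Each organ has a single hybrid library, so no difference between hybrids and parents has a replicate check within an organ.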

We also examined sRNA transcriptomes in maize hybrids and their parental lines using sRNA-seq. After removing the adapter sequences and sequencing reads associated with rRNAs, tRNAs, and small nuclear and nucleolar RNAs, sRNA-seq reads were aligned to the reference genome of the maize inbred line B73 (ZmB73_RefGen_v2) [31]. We obtained only a small number of mapped reads from two sRNA-seq libraries (derived from shoots of Mo17 ´ B73 and roots of B73 ´ Mo17), therefore these two libraries were excluded from further analyses.

The sRNA-seq reads corresponding to the precursors of each known maize microRNA (miRNA) were used to characterize miRNA expression in maize hybrids and their parental lines (see Additional file 3, Table S3). The remaining sRNA reads from all libraries were pooled and used to identify 21 nt, 22 nt, and 24 nt siRNA clusters by clustering adjacent sRNA reads of 21 nt, 22 nt, and 24 nt in length, respectively. 

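The clusters of the files had a median length of 258 nt, and 7,173 consisted of a single read position. The median number of tags per cluster, summed over the 6 libraries, was 20, which is small for a comparison of single clusters. In the files 1,770 clusters had no tag in any of the 6 libraries. With a threshold of 1 RPKM in at least 1 library, 300,079 clusters remained for the comparison of hybrids with parents.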

An siRNA cluster was defined as a region containing a minimum of six sRNA reads, each separated from the nearest neighbor by a maximum of 200 nt. When associated with gene annotations, the identified 21 nt, 22 nt, and 24 nt siRNA clusters were all enriched in a 2 kb area upstream or downstream of the transcribed gene regions (see Additional file 2, Figure S9), similar to the observations in rice [8] and *Arabidopsis *[47], although with different total abundance.

We then investigated the distribution of genomic sequences covered by siRNA clusters across the maize genome, and found a wide distribution of 22 nt siRNAs along each chromosome, with no obvious enrichment in euchromatic or heterochromatic regions (see Additional file 2, Figure S10). Unexpectedly, the 24 nt siRNAs showed low abundance in pericentromeric regions but were highly enriched in euchromatic regions (Figure 7a). The distribution pattern of 24 nt siRNAs along chromosomes contrasted with that of DNA methylation, which showed strong enrichment in heterochromatic regions (Figure 7a). 

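On chromosome 1 there were 21,262 methylated regions. A part of 29 Mb that ends at 146 Mb was taken as pericentromeric, which makes up 9.62% of the length, and it held 2,928 regions (13.77%). The density was 100.97 regions per Mb there and 67.16 regions per Mb in the rest of the chromosome, a ratio of 1.50. Of the 302 circular shifts of the 1 Mb bins along the chromosome, a share of 0.0232 gave a ratio as high (permutation p = 0.0232). The ratio moved most with a wider pericentromeric part from 100 to 160 Mb, to 1.34 (permutation p = 0.043). In the 8 libraries, the tags per bp were between 1.187 (B73 shoots) and 1.48 times (B73 × Mo17 roots) as dense in this part as in the arms. The ratio of the 4 root libraries (1.238 to 1.48) overlapped that of the 4 shoot libraries (1.187 to 1.413). This ratio includes the higher density of the regions, which were pooled over the samples. Per kb of region the ratio was between 0.976 and 1.216, and below 1 in B73 shoots (0.976) and B73 × Mo17 shoots (0.979). From the profiles along the chromosome, the paper contrasts the enrichment of DNA methylation in heterochromatin with the distribution of 24 nt siRNAs, which the files do not separate.

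**Figure D8:**
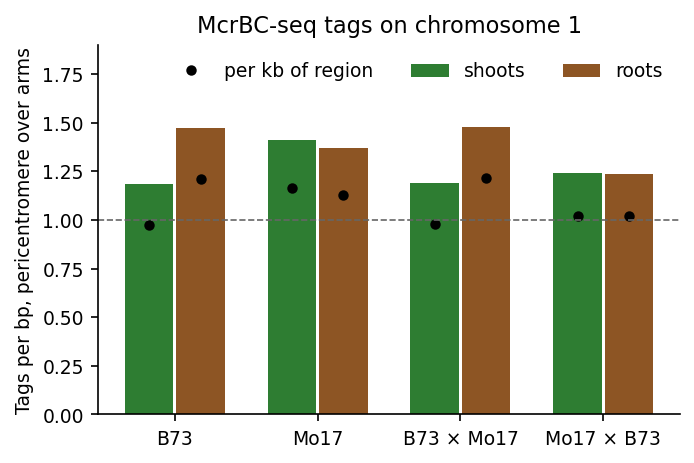
Density of McrBC-seq tags per bp in the pericentromeric part of chromosome 1 divided by the density in the rest of the chromosome (y-axis), for each genotype (x-axis) in shoots (green) and roots (brown), 1 library per bar, with the ratio of tags per kb of region as black points and a dashed line at 1. The bars range from 1.187 to 1.48 and the points from 0.976 to 1.216.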

However, the 21 nt siRNAs showed a weak bias toward the euchromatic regions (see Additional file 2, Figure S10). Because the endogenous siRNAs identified to date tend to be produced from repetitive sequences including TEs [13], and nearly 85% of the maize genome is composed of TEs [31], we further explored the relationship between different siRNA species and various TE classes in the maize genome. As reported previously [31], among class I RNA TEs, *Copia *elements are enriched in euchromatic regions, whereas *Gypsy *elements are highly enriched in heterochromatic regions, similar to the distribution pattern of DNA methylation (Figure 7a). Among class II DNA TEs, *CACTA *elements show unbiased distribution along chromosomes, whereas *hAT*, *PIF/Harbinger*, and all other elements are enriched in euchromatic regions, similar to the distribution pattern of 24 nt siRNAs (Figure 7a) [31].

**Figure 7:**
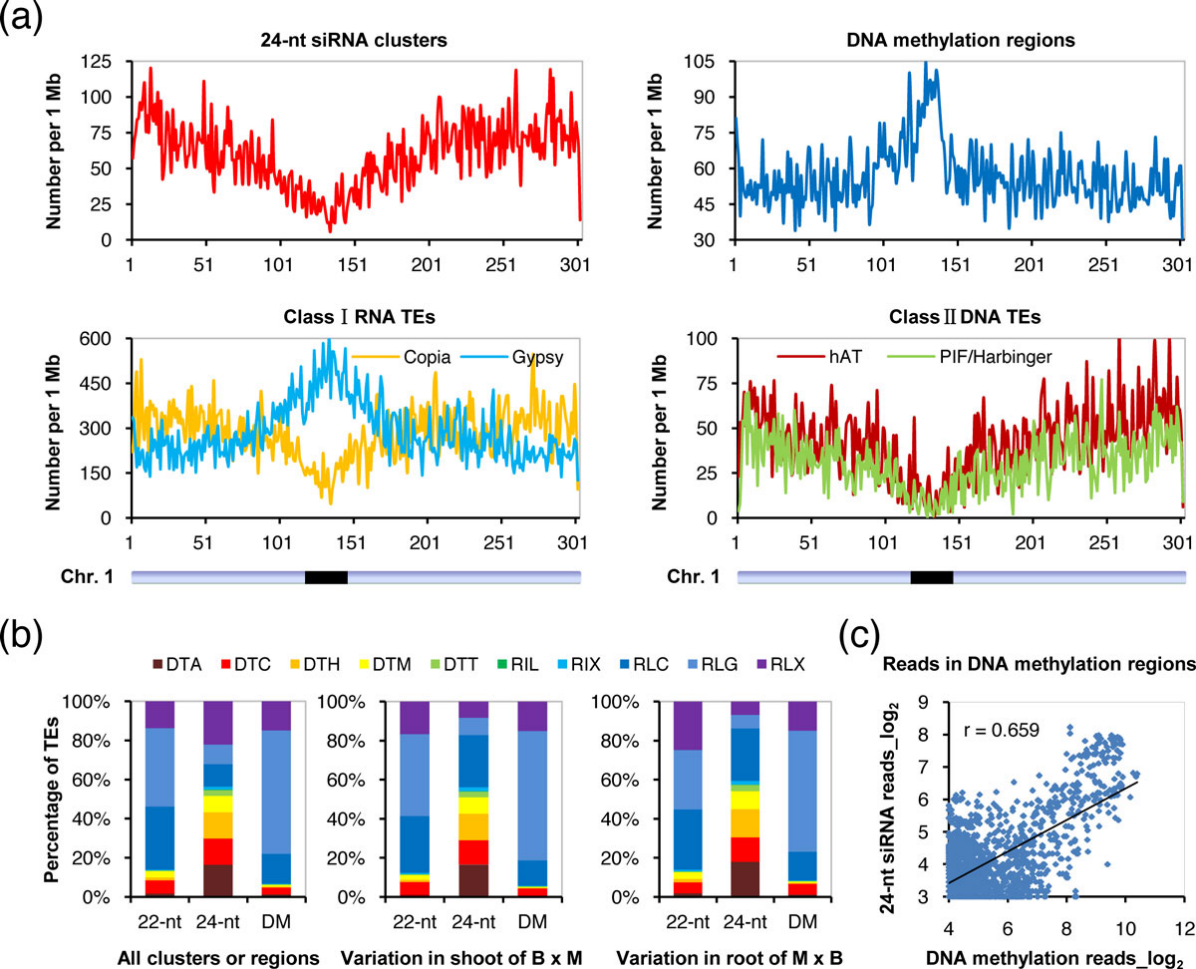
**Relationships of small interfering RNAs (siRNAs), DNA methylation, and transposable elements (TEs) and their variations in maize hybrids**. **(a) **Distribution of 24 nt siRNA clusters, DNA methylation, and main TE classes on maize chromosome 1. **(b) **Overlap of 22 nt and 24 nt siRNA clusters and methylated DNA regions with distinct TE classes in the maize genome. B, B73; M, Mo17; DTA, *hAT*; DTC, *CACTA*; DTH, *PIF/Harbinger*; DTM, *Mutator*; DTT, *Tc1/Mariner*; RIL, *LINE*; RIX, Unknown *LINE*; RLC, *Copia*; RLG, *Gypsy*; RLX, Unknown *LTR*. **(c) **Correlation between 24 nt siRNAs and DNA-methylation levels at the same genomic loci.

To investigate how siRNAs correlate with DNA methylation and TEs in maize, we analyzed the co-occurrence of TEs with siRNA clusters or DNA methylation across the maize genome. We calculated the number of siRNA clusters or methylated regions with 50% minimum length overlapping with different classes of annotated TEs, and compared the proportion of each class of TEs relative to that in the whole genome. We found that among the 21 nt siRNA clusters co-occurring with TEs, no TE classes were obviously enriched. However, among the 22 nt siRNA clusters co-occurring with TEs, the *Copia *and *Gypsy *elements of class I RNA TEs were significantly over-represented (32.2% and 40.1%, respectively; *P*<0.001, c^2 ^test), whereas the *hAT*, *CACTA*, and *PIF/Harbinger *elements of class II DNA TEs were significantly under-represented (1.8%, 6.7% and 1.6% respectively; *P*<0.001, c^2 ^test) (Figure 7b). By contrast, among the 24 nt siRNA clusters co-occurring with TEs, *Copia *and *Gypsy *were significantly under-represented (11.5% and 9.9%, respectively; *P*<0.001, c^2 ^test), whereas *hAT*, *CACTA*, and *PIF/Harbinger *were all significantly over-represented (16.5%, 13.4% and 13.3%, respectively; *P*<0.001, c^2 ^test) (Figure 7b). These data show that 22 nt siRNAs tend to be produced from *Copia *and *Gypsy *elements of class I RNA TEs, whereas 24 nt siRNAs tend to be produced from *hAT*, *CACTA*, and *PIF/Harbinger *elements of class II DNA TEs, suggesting that different siRNA species are derived from distinct TE classes.

We also found that among methylated DNA regions co-occurring with TEs, the *Gypsy *element of class I RNA TEs was significantly over-represented (63.0%; *P*<0.001, c^2 ^test), whereas *Copia*, *hAT*, *CACTA*, and *PIF/Harbinger *elements were all under-represented (Figure 7b), suggesting that *Gypsy *elements are highly methylated in the maize genome. Similar results were also obtained when we analyzed the siRNA clusters or methylated DNA regions that showed variation in shoots or roots of hybrids relative to their parents. These data suggest that in both organs, variations in siRNA activity in hybrids for *hAT*, *CACTA*, and *PIF/Harbinger *elements of class II DNA TEs are primarily driven by 24 nt siRNAs, whereas the differences in siRNA activity between hybrids and patents for *Copia *and *Gypsy *elements of class I RNA TEs are primarily driven by 22 nt siRNAs (Figure 7b).

## Discussion

How the combined genomes of parents are regulated in hybrids so as to generate significant differences in genome activities between hybrids and parents is a fundamental biological question. Recent studies suggest that such differences could be ascribed to epigenetic variations [8,24,25,48]. In addition, similarities and differences in gene expression in distinct organs of maize hybrids, such as seedling shoots [37,38] and roots [39,40] have also been reported. In this study, we investigated the global variation in transcriptomes and epigenomes in shoots and roots of the B73 and Mo17 inbred lines and their reciprocal hybrids. Our data showed that for each examined epigenetic component in the maize genome, there were no obvious differences in global distribution patterns between organs and between hybrids and parents. However, expression of specific genes or epigenetic modifications at specific genomic loci exhibited significant quantitative variation between hybrids and parents, and between different organs. 

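The numbers of genes and regions past an adjusted p-value of 0.05 were counted for the organ (shoots against roots, genotype as covariate) and for the genotype (4 genotypes, organ as covariate), with limma for transcripts and edgeR's quasi-likelihood test for the marks. For transcripts, 9,981 of 19,375 genes (51.51%) differed between organs and 16 (0.08%) between genotypes. For DNA methylation, 111 of 105,997 regions (0.1%) differed between organs and 2,811 (2.65%) between genotypes. For H3K4me3, 11,042 of 61,895 regions (17.84%) differed between organs and 7,868 (12.71%) between genotypes. The numbers were 15,719 (24.25%) and 8,772 (13.53%) of 64,823 regions for H3K9ac, and 30,495 (46.2%) and 14,852 (22.5%) of 66,004 regions for H3K36me3. The organ test compares 4 samples with 4, and the genotype test has only 2 samples per genotype, which are its shoots and roots. The genotype test was chosen after the data were seen. Reads were aligned to the B73 genome, so for the marks sequence that Mo17 lacks can count as a genotype difference. Transcripts and marks were tested with different models, and limma gave 0 regions of DNA methylation that differed between organs. The largest move was that of H3K9ac with the mapped reads in place of TMM, to 46,916 regions higher in shoots against 8,220 in the main test. The paper describes global distributions as alike, and separately reports quantitative variation at specific genes and loci.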

Our data showed that the patterns of variation in gene expression and each epigenetic modification were distinct. 

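Transcript levels of the 14,420 variable genes were compared between pairs of samples. The root mean square log2 distance between shoots and roots of the same genotype was 1.8252 on average (1.7494 to 1.9215, 4 pairs). Between genotypes of the same organ it was 0.5844 (0.3971 to 0.7929, 12 pairs), so that every distance between organs exceeded every distance between genotypes. Pearson's r across genes was between 0.4801 and 0.5697 for the pairs of organs and between 0.915 and 0.9783 for the pairs of genotypes, where genes are not independent replicates. The share of variation between organs was lowest with a pseudocount of 0.1, at 77.16%. The paper concludes that expression varies more between organs than between hybrids and parents.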

Although many genes showed variation in expression in hybrids, the global patterns of gene expression showed more extensive variation between organs than between hybrids and parents (Figures 3a,c). Conversely, variation in DNA-methylation patterns was more extensive between genotypes than between organs (Figures 3b,c), suggesting a limited contribution of DNA methylation to maize development. 

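For DNA methylation, edgeR's quasi-likelihood test gave 109 regions higher in shoots and 2 higher in roots among 105,997 regions with at least 1 RPKM in 4 or more of the 8 samples. The log2 difference of the 109 regions had a median of 2.042, with quartiles at 1.594 and 2.519. The region with the smallest adjusted p-value lies on chromosome 5 of the B73 genome from 209944166 to 209949509. It had a log2 difference of 2.677 (adjusted p = 2.9e-08 from edgeR), with 184 tags in B73 shoots and 43 in B73 roots, and 319 and 28 tags in Mo17. At most 153 regions were higher in shoots under the alternatives, with quantile normalization, and limma on log2(RPKM + 1) gave none in either direction. Of 32 splits of the 8 samples, 9 gave at least the 111 regions of the split by organ, and another split gave 813. The 109 regions share a profile over the samples. A sequence in many copies whose amount differs between shoot and root DNA is not excluded as their source. From the larger variation between genotypes, the paper proposes that DNA methylation makes a limited contribution to maize development.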

Because only a small number of genes are identified with DNA methylation in their transcribed regions (Figure 2b) and very few genes showed simultaneous variation in gene expression and DNA methylation between hybrids and parents, the extensive variation in DNA methylation in maize hybrids were mainly associated with the activity of TEs (especially the *Gypsy *elements) and therefore would be expected to affect the genomic stability of hybrids (Figure 7b). Moreover, we found that histone modifications varied extensively both between organs and between genotypes (Figures 3a,c; see Additional file 2, Figure S5), and were associated with differential gene expression between organs and between hybrids and parents (Figure 4; see Additional file 2, Figure S6). 

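Between shoots and roots, edgeR's quasi-likelihood test found 3,822 regions of H3K4me3 higher in shoots and 7,220 higher in roots, 8,220 and 7,499 regions of H3K9ac, and 14,439 and 16,056 regions of H3K36me3. The H3K36me3 region with the smallest adjusted p-value lies on chromosome 10 from 125844742 to 125849151. It had a log2 difference of -4.042 (adjusted p = 4.38e-12 from edgeR), with 6, 14, 20 and 30 tags in the 4 shoot libraries and 125, 226, 186 and 267 tags in the 4 root libraries. For H3K4me3 the smallest adjusted p-value was that of a region on chromosome 1 from 182095040 to 182096477, with a log2 difference of -2.563 (adjusted p = 2.36e-06). For H3K9ac it was that of a region on chromosome 2 from 13707399 to 13709971, with a log2 difference of -2.78 (adjusted p = 5.18e-08). The direction depended on the library size, and with the mapped reads in place of TMM 9,992 regions of H3K4me3 were higher in shoots and 2,670 higher in roots. For H3K9ac the numbers were then 46,916 and 2,427. TMM evens out the tags within regions, which held 55.55% of the H3K9ac reads in shoots and 28.88% in roots. Regions that hold an equal part of the mapped reads in both organs can therefore be counted as higher in roots. The link with gene expression was not analysed here, as the files give no gene positions. The paper concludes that the histone modifications depend on organ and genotype, and ties them to differential expression.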

These results suggest that histone modifications, which are strongly associated with transcribed regions (Figure 2b), play important roles in expression divergence both between organs and between genotypes. By contrast, DNA methylation, which is largely associated with intergenic regions (Figure 2b), may play specific roles in driving the variation in stability and activity of the hybrid genomes by altering the chromatin states.

Many studies have attempted to identify specific gene sets or pathways responsible for hybrid vigor in plants by investigating differential gene expression between hybrids and their parental inbred lines [49,50]. In the current study, we found that no biological pathway was enriched for genes showing additive or downregulated expression in shoots and roots of reciprocal hybrids; however, genes upregulated in shoots and roots of hybrids were significantly enriched in the nucleosome assembly pathway (Figure 5b; see Additional file 2, Figure S7). As a fundamental biological process required for chromosome replication and maintenance, nucleosome assembly is closely coupled with cell division, and is strongly upregulated during the S-phase of the cell cycle. In addition, it also contributes to the inheritance of chromatin states, and influences the regulation of gene activity and other processes that act on DNA [51,52]. Because the nucleosome assembly pathway was enriched only for genes upregulated in both organs of hybrids, and because no biological pathway was enriched for genes showing organ-specific expression in hybrids, our data suggest that the enrichment of the nucleosome assembly pathway is likely to be one of the common molecular events in both shoots and roots of maize hybrids. A recent study showed that a dramatic reduction in 24 nt sRNAs strongly affected the expression of genes responsible for chromatin modifications [53], thus the enrichment of the nucleosome assembly pathway shown in the current study might be a molecular response to the large-scale changes in sRNA profiles and the RdDM pathway. However, whether this pathway is associated with hybrid vigor awaits further investigation. By contrast, no biological pathway was found to be enriched for genes showing downregulated expression in both organs of reciprocal hybrids. This may be a reflection of the fact that downregulated genes, and upregulated genes other than those involved in the nucleosome assembly pathway, are associated with various biological functions resulting from genome-wide genetic variations in hybrids.

Several recent studies have explored the differences in sRNA transcriptomes between hybrids and parents [8,21,23-30]. 

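Of the 300,079 siRNA clusters with at least 1 RPKM in a library, 5,660 were at least 2-fold below and 18,810 at least 2-fold above the mid-parent value in both organs, on the RPKM + 1 scale. The hybrid was B73 × Mo17 in shoots and Mo17 × B73 in roots, with 1 library each, so the counts have no replicate check. In shoots alone 30,292 clusters were below and 42,491 above, and in roots alone 24,102 below and 106,110 above. If the sets of the organs were independent, 2,433 below and 15,025.1 above would be shared. Most of the shared higher clusters therefore follow from the separate counts of the organs. By the same rule, each parental library was compared with the mean of the other libraries of its organ. In shoots this gave 107,789 below and 19,993 above for B73, and 50,914 and 63,649 for Mo17. In roots it gave 69,741 and 25,232 for B73, and 114,169 and 22,593 for Mo17. The median log2 ratio of the hybrid to the mid-parent value was 0.0278 in shoots and 0.6331 in roots. The counts moved most with a 1.5-fold threshold, to 11,765 clusters below and 46,482 above in both organs, and quantile normalization gave 10,575 below and 8,701 above. The paper compared the libraries with a random sampling model of the reads. It reports that its counts match earlier observations of a tendency of siRNAs to be lower in hybrids.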

In the current study, we found that much more siRNA clusters were downregulated (11,558) than upregulated (2,911) in both organs of maize hybrids, consistent with the observation that siRNAs tend to be downregulated in hybrids [8,21,25,28]. Because siRNAs are involved in transcriptional silencing of TEs through the RdDM pathway [54], we therefore investigated the relationships between siRNAs, DNA methylation, and different TE classes in the maize genome. A recent study showed that 21 and 22 nt siRNAs are derived from distinct retrotransposon families, and are differentially accumulated between the maize inbred lines B73 and Mo17 and their hybrids [28]. Another study also identified a distinct size preference of sRNAs resulting from different TE families, and suggested the 22 nt sRNAs as a major component in the silencing of most TE families in soybean [15]. Our data also show that different TE classes tend to produce distinct siRNA species (Figure 7b). This observation suggests divergent effects of different TEs on chromatin states, as reported in a recent study, which reported that there are family-specific attributes for the effects of TEs on neighboring chromatin [55].

In addition, we found that whereas DNA methylation was found to be highly enriched in heterochromatic regions, siRNA clusters were not obviously enriched (for 22 nt siRNAs), or even devoid (for 21 and 24 nt siRNAs) in these regions (Figure 7a; see Additional file 2, Figure S10). However, a positive correlation between 22 nt and 24 nt siRNAs and DNA-methylation levels at the same genomic loci were also seen (Figure 7c; see Additional file 2, Figure S11). A possible explanation for these observations may be that both siRNA-dependent and siRNA-independent pathways are responsible for methylation of TEs in the maize genome, or alternatively, TE sequences in heterochromatic regions acquire DNA methylation through spreading from adjacent siRNA-targeted regions [56].

## Conclusions

In this study, we investigated the conservation and divergence of transcriptomic and epigenomic variations in shoots and roots of two maize inbred lines and their reciprocal hybrids. The global distribution patterns of epigenetic components between parents and hybrids contained extensive variations in the levels of DNA methylation, histone modifications, and siRNA transcription, which are conserved between shoots and roots. These diverse epigenetic variations potentially make important contributions to altered genome activity in different organs of hybrids compared with their parents by modulating chromatin states so as to accommodate hybridization. Confirmation of these results awaits further studies exploring integrated transcriptomic and epigenomic profiling with more extensive sequencing in more organs of more hybrids.

## Materials and methods

### Plant materials and growth conditions

The inbred lines B73 and Mo17 of maize (*Zea mays*) and their reciprocal F_1 _hybrids (B73 ´ Mo17 and Mo17 ´ B73) were used in this study. Seeds were grown in soil under controlled environmental conditions (15 hours of light at 25°C, and 9 hours dark at 20°C) in a growth chamber. After 14 days, seedling shoots and roots were harvested, then, frozen in liquid nitrogen and stored at -80°C for isolation of DNA and total RNA, or processed directly for ChIP assays after harvesting.

### Sample preparation and sequencing library construction

Three independent biological replicates, each consisting of three pooled shoots or roots of the hybrids and parental lines, were used for constructing mRNA-seq, *Mcr*BC-seq, ChIP-seq, and sRNA-seq libraries, and each library was sequenced in a single lane as described previously [3,7,8]. Briefly, total RNAs were isolated using TRIzol reagent (Invitrogen Corp., Carlsbad, CA, USA) and treated with RNase-free DNase I (New England Biolabs, Ipswich, MA, USA) to remove any contaminating genomic DNA. mRNA extraction was performed using Dynabeads oligo(dT) (Dynal; Invitrogen Corp.). Double-stranded cDNAs were synthesized using reverse transcriptase (Superscript II; Invitrogen Corp.) and random hexamer primers. The cDNAs were then fragmented by nebulization, and the standard Illumina protocol was followed thereafter to create the mRNA-seq libraries. Genomic DNAs were isolated using a commercial kit (DNeasy Plant Maxi Kit; Qiagen Inc., Valencia, CA, USA). Isolated genomic DNAs were then digested with *Mcr*BC (New England Biolabs) followed by gel purification to enrich methylated genomic DNAs. The *Mcr*BC-seq libraries were generated using the standard Illumina protocol. The ChIP-seq libraries were generated by immunoprecipitating chromatin with antibodies against H3K4me3 (Abcam, Cambridge, UK), H3K9ac (Upstate Biotechnology, Lake Placid, NY, USA), or H3K36me3 (Abcam), as described previously [57]. The eluted ChIP DNAs from the three ChIP reactions were pooled to generate ChIP-seq libraries for Illumina sequencing, following the manufacturer's protocol. sRNAs were gel-purified from total RNAs, and were subsequently ligated with 3' and 5' adapters, followed by reverse transcription using a 3' reverse transcriptase primer. The cDNAs were then amplified by PCR using primers specific to sRNAs [58]. After gel purification, the sRNA-seq libraries were subjected to Illumina sequencing following the manufacturer's protocol.

The original datasets have become public in the NIH GEO database under the accession [GEO: GSE43142].

### Data processing and analyses

For the methods used in the analysis of data from mRNA-seq, *Mcr*BC-seq, ChIP-seq and sRNA-seq, see Additional file 4.

## Abbreviations

cDNA: Complementary DNA; ChIP-seq: Chromatin immunoprecipitation sequencing; EST: Expressed sequence tag; F_1_: First filial generation; FDR: False-discovery rate; gDNA: Genomic DNA; GO: Gene Ontology; H3K36me3: Histone H3 tri-methylated at lysine 36; H3K4me3: Histone H3 tri-methylated at lysine 4; H3K9ac: Histone H3 acetylated at lysine 9; MACS: Model-based analysis of ChIP-seq; *Mcr*BC-seq: *Mcr*BC sequencing; miRNA: MicroRNA; MPV: Mid-parent value; mRNA: Messenger RNA; mRNA-seq: mRNA sequencing; PCR: Polymerase chain reaction; RdDM: RNA-directed DNA methylation; RPKM: Aligned reads per kilobase exon model (or genic region: or genomic region) per million mapped reads; siRNA: Small interfering RNA; SNP: Single-nucleotide polymorphism; sRNA: Small RNA; sRNA-seq: sRNA sequencing; TE: Transposable element; TSS: Transcription start site; TTS: Transcription termination site.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

XWD conceived of the project. XWD, XL and GH designed the experiments. GH, XL, MY, LL and YQ performed the experiments. GH, BC, XW, HH and LL conducted data analyses. GH, JL, LL, XW and XWD prepared the article. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1: **Summary of total reads obtained from all sequencing libraries. Click here for file

Additional file 2 **Figures S1 to 11**. Figure S1: Mean levels of exons and introns in shoots and roots of reciprocal hybrids. Figure S2: Distribution of H3K36me3 levels within and around differentially expressed genes. Figure S3: Experimental validation of methylated DNA regions by genomic bisulfite sequencing. Figure S4: A representative genomic region on maize chromosome 1 showing integrated maps of transcription and epigenetic modifications. Figure S5: Tree view of hierarchical clustering of H3K9ac and H3K36me3 levels. Figure S6: Relationships of variations in H3K36me3 and gene expression between organs and between genotypes. Figure S7: Functional categories of genes upregulated in shoots and roots of hybrids. Figure S8: Correlation of allelic expression bias between shoots and roots of Mo17 ´ B73. Figure S9: Coverage of 21 nt, 22 nt, and 24 nt siRNA clusters in and around protein-coding genes. Figure S10: Distribution of 21 nt and 22 nt siRNA clusters on maize chromosome 1. Figure S11: Correlation between 22 nt siRNAs and DNA-methylation levels at the same genomic loci. Click here for file

Additional file 3 **Tables S2 and 3**. 

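Table S2 gives, for each gene, 1 column for each class (additive, up, down) in each organ. Of the available rows, 905 genes were listed as additive, 262 as up and 378 as down in shoots, and 388, 304 and 486 in roots. At least 1 RPKM in all 8 samples was reached by 725 of the additive, 247 of the upregulated and 339 of the downregulated genes of shoots. For roots the numbers were 324, 285 and 443. The parents of the upregulated genes differed by a median of 0.3189 on the log2 scale in shoots and 0.337 in roots, less than those of the additive genes with 0.586 and 0.5498. A pseudocount of 0.1 moved the median ratio to the mid-parent value of the upregulated genes of shoots most, from 0.4976 to 0.5548.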

Table S2: List of genes showing expression variation in shoots and roots of maize hybrids. Table S3: Number of small RNA reads associated with known maize microRNAs. Click here for file

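Table S3 counts the sRNA-seq reads on the precursors of known maize microRNAs. These are single-stranded RNAs that fold into hairpins and are cut into short regulators of other transcripts. Reads on the precursors were taken out before the siRNA clusters were formed, so the clusters in the files analysed here do not include them. MicroRNAs were not analysed here.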

Additional file 4 **Supplemental methods**. Details of data processing and analyses. Click here for file

# Supplementary material for: Conservation and divergence of transcriptomic and epigenomic variation in maize hybrids
**Source:** Genome Biol. 2013 Jun 12;14(6):R57. doi: 10.1186/gb-2013-14-6-r57
**Supplement:** Additional file 1 — Table S1: Summary of total reads obtained from all sequencing libraries.

**Table S1. Summary of total reads obtained from all sequencing libraries**

|                              | <b>B73</b> | <b>Mo17</b> | <b>B73 x Mo17</b> | <b>Mo17 x B73</b> |
|------------------------------|------------|-------------|-------------------|-------------------|
| <b>Transcript</b>            |            |             |                   |                   |
| Shoot                        | 24,256,798 | 14,327,415  | 17,671,936        | 17,232,066        |
| Root                         | 22,428,111 | 15,634,737  | 15,631,331        | 19,008,589        |
| <b>DNA methylation</b>       |            |             |                   |                   |
| Shoot                        | 11,978,618 | 9,045,055   | 21,849,136        | 18,271,125        |
| Root                         | 12,782,516 | 8,095,044   | 19,945,254        | 21,072,218        |
| <b>H3K4me3</b>               |            |             |                   |                   |
| Shoot                        | 6,434,140  | 8,102,337   | 11,801,772        | 11,349,156        |
| Root                         | 7,570,065  | 5,878,785   | 7,282,921         | 10,237,027        |
| <b>H3K9ac</b>                |            |             |                   |                   |
| Shoot                        | 8,873,929  | 8,627,226   | 15,468,267        | 14,511,465        |
| Root                         | 6,229,907  | 7,569,282   | 11,397,416        | 10,055,300        |
| <b>H3K36me3</b>              |            |             |                   |                   |
| Shoot                        | 8,170,906  | 7,780,725   | 11,790,825        | 13,247,479        |
| Root                         | 7,798,190  | 9,417,630   | 12,207,502        | 12,686,266        |
| <b>small RNA<sup>1</sup></b> |            |             |                   |                   |
| Shoot                        | 4,468,838  | 5,118,485   | 10,104,381        | NA                |
| Root                         | 3,050,450  | 7,775,771   | NA                | 10,372,967        |

The numbers of reads matched to the genome of maize inbred line B73 are indicated.

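By Table S1 the McrBC-seq libraries had between 8,095,044 (Mo17 roots) and 21,849,136 (B73 × Mo17 shoots) mapped reads. The ranges were 5,878,785 to 11,801,772 for H3K4me3, 6,229,907 to 15,468,267 for H3K9ac and 7,780,725 to 13,247,479 for H3K36me3. In all 4 marks and both organs each hybrid had more mapped reads than Mo17, and the McrBC-seq libraries of the hybrids had between 18,271,125 and 21,849,136 reads against 8,095,044 to 12,782,516 in the parents. DNA methylation levels of regions with few tags are therefore least precise in the parents.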

<sup>1</sup>Reads are calculated after the removal of rRNAs, tRNAs, snRNAs and snoRNAs.

NA, not available.

# Supplementary material for: Conservation and divergence of transcriptomic and epigenomic variation in maize hybrids
**Source:** Genome Biol. 2013 Jun 12;14(6):R57. doi: 10.1186/gb-2013-14-6-r57
**Supplement:** Additional file 2 — Figures S1 to 11. Figure S1: Mean levels of exons and introns in shoots and roots of reciprocal hybrids. Figure S2: Distribution of H3K36me3 levels within and around differentially expressed genes. Figure S3: Experimental validation of methylated DNA regions by genomic bisulfite sequencing. Figure S4: A representative genomic region on maize chromosome 1 showing integrated maps of transcription and epigenetic modifications. Figure S5: Tree view of hierarchical clustering of H3K9ac and H3K36me3 levels. Figure S6: Relationships of variations in H3K36me3 and gene expression between organs and between genotypes. Figure S7: Functional categories of genes upregulated in shoots and roots of hybrids. Figure S8: Correlation of allelic expression bias between shoots and roots of Mo17 ´ B73. Figure S9: Coverage of 21 nt, 22 nt, and 24 nt siRNA clusters in and around protein-coding genes. Figure S10: Distribution of 21 nt and 22 nt siRNA clusters on maize chromosome 1. Figure S11: Correlation between 22 nt siRNAs and DNA-methylation levels at the same genomic loci.

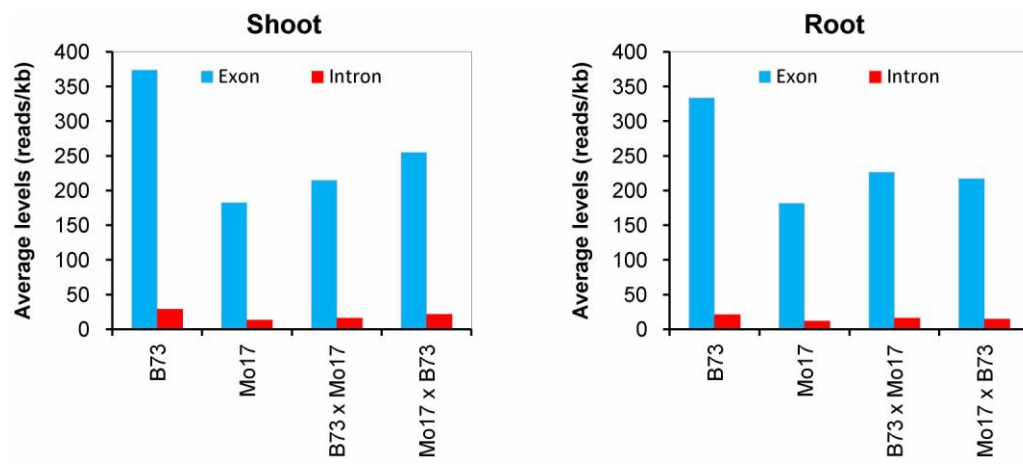

**Figure S1. Average levels of exons and introns in shoots and roots of reciprocal hybrids.**

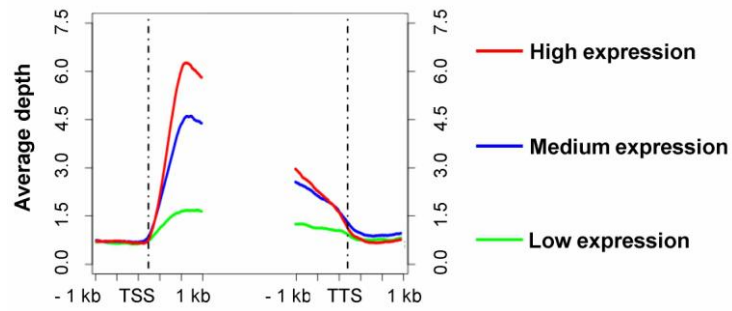

**Figure S2. Distribution of H3K36me3 levels within and around differentially expressed genes.** The average read coverage of genes with H3K36me3 was plotted (y-axis). Genes with detected transcripts were sorted according to their expression levels and further divided into three groups (high, medium and low expression, each with equal number of genes). TSS, Transcription Start Site; TTS, Transcription Termination Site.

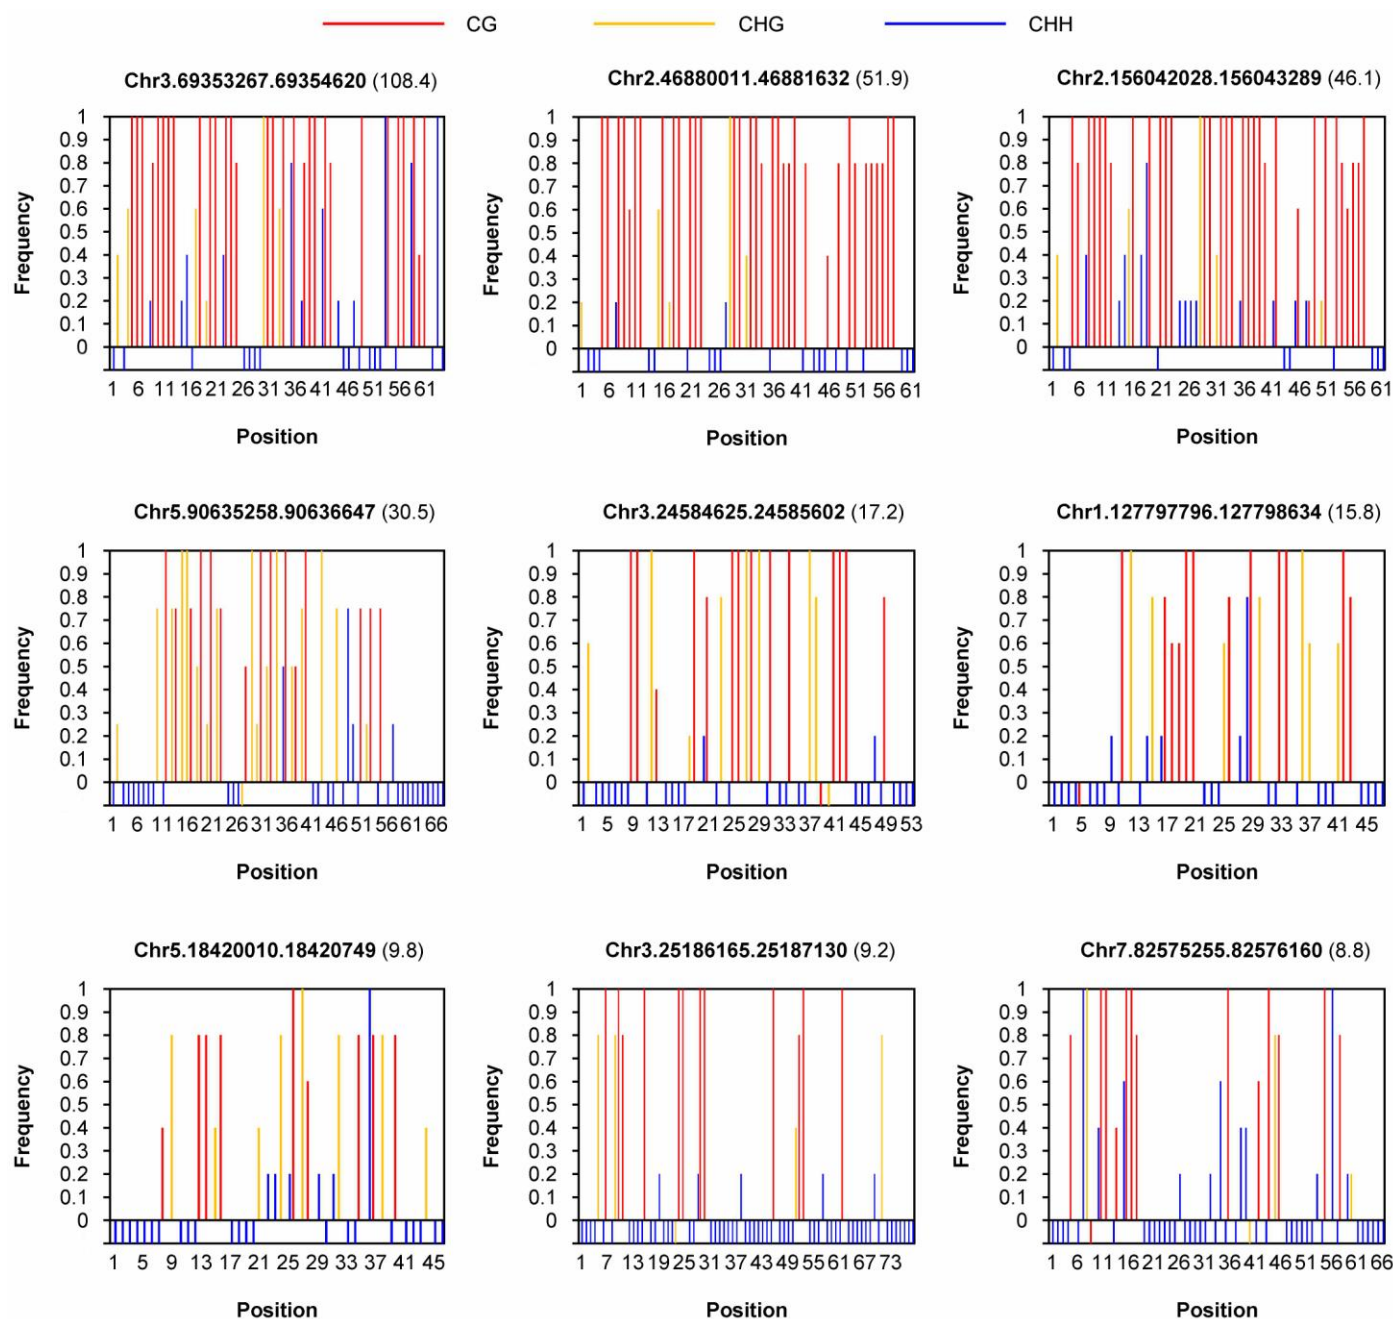

**Figure S3. Experimental validation of methylated DNA regions by genomic bisulfite sequencing.**

Methylated cytosines were detected in the indicated regions from seedling shoots by bisulfite sequencing as previously described [1]. Numbers in brackets are DNA methylation levels detected by *McrBC*-seq in this study (in RPKM). 

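The levels in brackets were compared with the tags of each library. In regions 5 to 9, B73 shoots had between 294 and 539 tags, and the other 3 shoot libraries between 9 and 126 tags. The B73 root library had 204, 107, 17, 26 and 4 tags in these regions. In regions 1 to 4, B73 roots had between 4,352 and 14,648 tags and B73 × Mo17 roots between 6,087 and 19,679 tags, more than any shoot library. Mean levels in roots were 458.68 ± 392.61 RPKM in region 1 and 133.92 ± 116.23 RPKM in region 4 (SD, n = 4 genotypes), and 10.45 ± 6.93 RPKM in region 5.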

CG, CHG, and CHH = methylcytosines detected in the indicated contexts.

1. Li X, Wang X, He K, Ma Y, Su N, He H, Stolc V, Tongprasit W, Jin W, Jiang J, Terzaghi W, Li S, Deng XW: **High-resolution mapping of epigenetic modifications of the rice genome uncovers interplay between DNA methylation, histone methylation, and gene expression.** *Plant Cell* 2008, **20**:259-276.

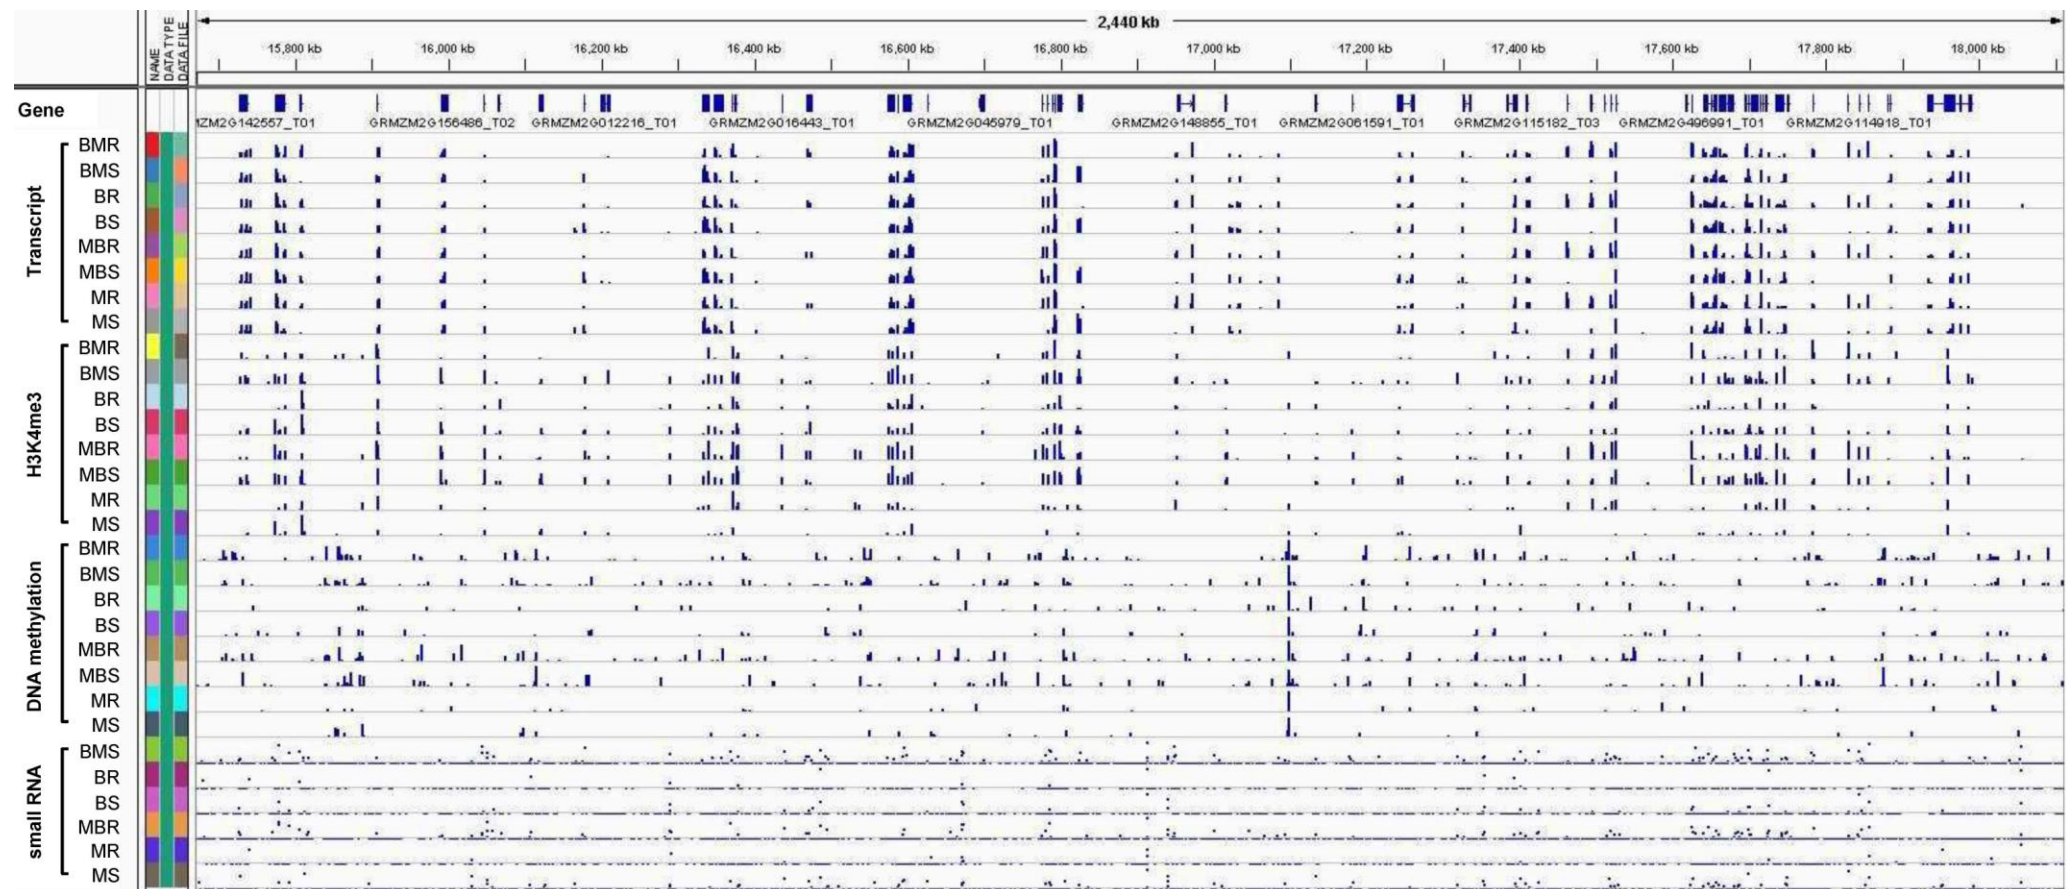

**Figure S4. A representative genomic region on maize chromosome 1 showing integrated maps of transcription and epigenetic modifications. B, B73; M, Mo17; BM, B73 x Mo17; MB, Mo17 x B73; S, Shoot; R, Root.**

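The 10 genes labelled in the region of Figure S4 were looked up in the mRNA-seq files. GRMZM2G148855_T01, GRMZM2G496991_T01 and GRMZM2G114918_T01 were higher in roots in all 4 genotypes. GRMZM2G148855_T01 had 0.76 ± 0.15 RPKM in shoots and 6.1 ± 1.08 RPKM in roots (SD, n = 4 genotypes), with a log2 difference of -2.01 (adjusted p = 1.62e-05 from limma). GRMZM2G496991_T01 had 3.14 ± 1.03 and 28.8 ± 8.67 RPKM (log2 difference -2.85, adjusted p = 4.18e-05). GRMZM2G114918_T01 had 0.15 ± 0.14 and 7.33 ± 3.1 RPKM (log2 difference -2.80, adjusted p = 2.34e-05). GRMZM2G115182_T01 had a smaller difference, with 2.92 ± 0.86 and 4.71 ± 0.64 RPKM (log2 difference -0.56, adjusted p = 0.0203). A pseudocount of 0.1 moved its log2 difference most, to -0.71. When a genotype was left out it was between -0.65 and -0.43, and the result changed in 3 of the 4 fits. GRMZM2G142557_T01 (adjusted p = 0.502) and GRMZM2G156486_T01 (adjusted p = 0.552) did not differ between organs. GRMZM2G012216_T01, GRMZM2G016443_T01, GRMZM2G045979_T01 and GRMZM2G061591_T01 stayed below a mean of 1 RPKM in both organs and were outside the filter of the test.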

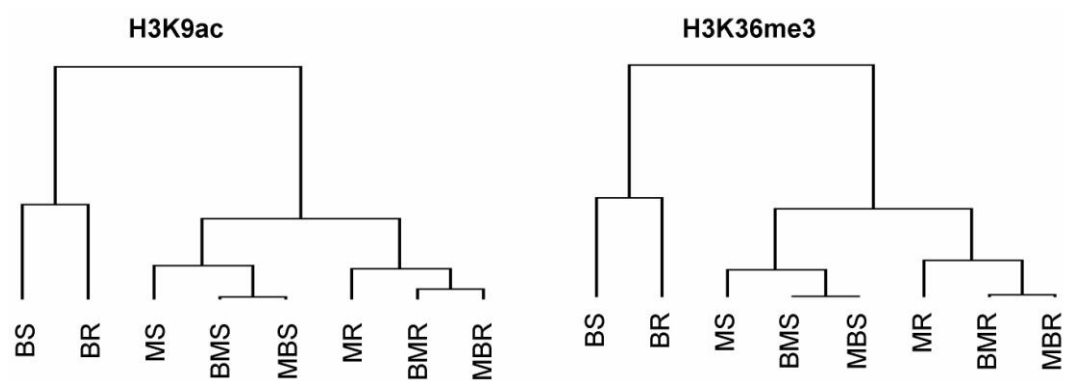

**Figure S5. Tree view of hierarchical clustering of H3K9ac and H3K36me3 levels.**

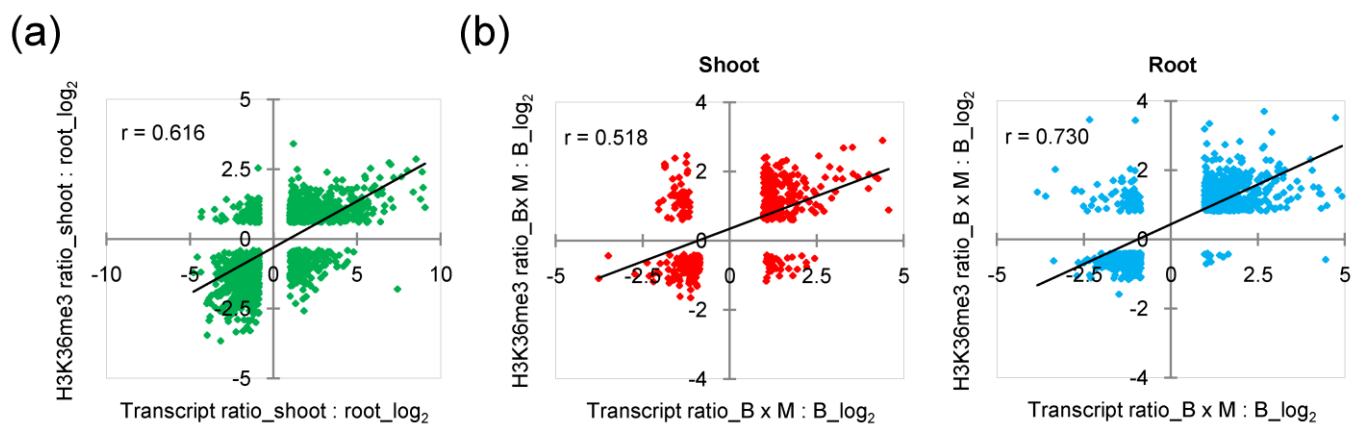

**Figure S6. Relationships of variations in H3K36me3 and gene expression between organs and between genotypes. (a)** Correlations between differential gene expression (P value < 0.01 and fold change > 2.0) and H3K36me3 (P value < 0.01 and fold change > 1.5) between shoots and roots. **(b)** Correlations between differential gene expression (P value < 0.01 and fold change > 2.0) and H3K36me3 (P value < 0.01 and fold change > 1.5) between hybrids and parents.

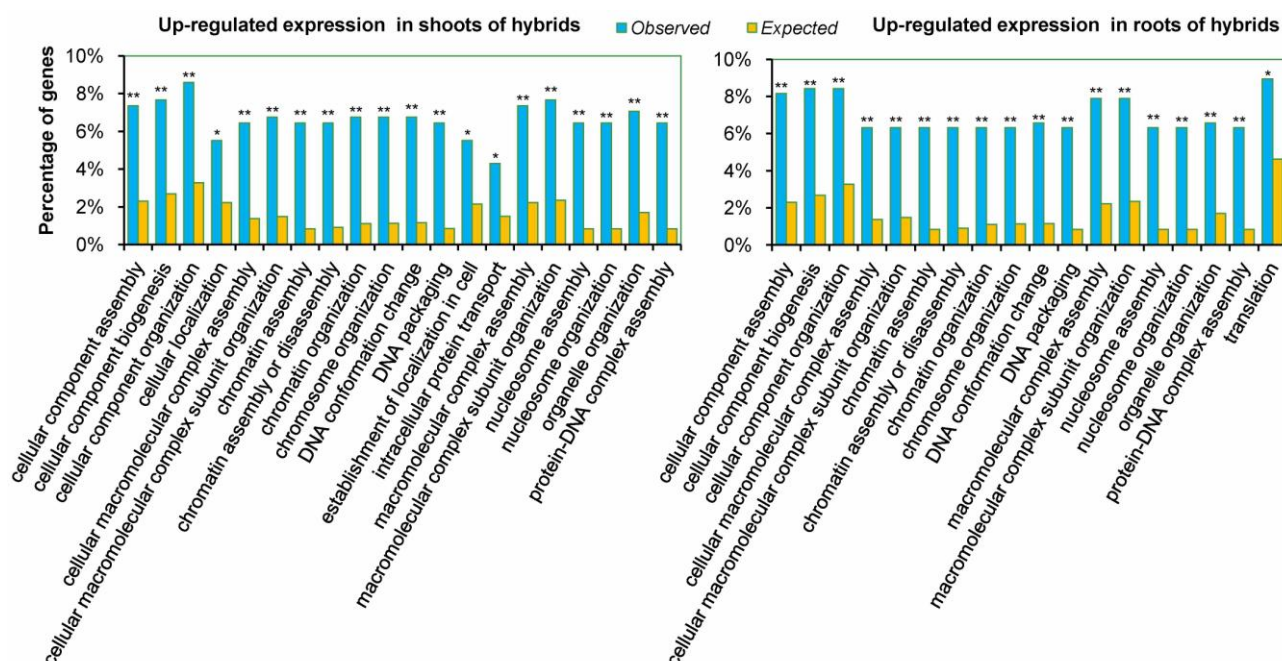

**Figure S7. Functional categories of genes up-regulated in shoots and roots of hybrids.** \* and \*\* denote significant enrichment of a functional category with FDR adjusted p-value < 0.05 and < 0.01, respectively.

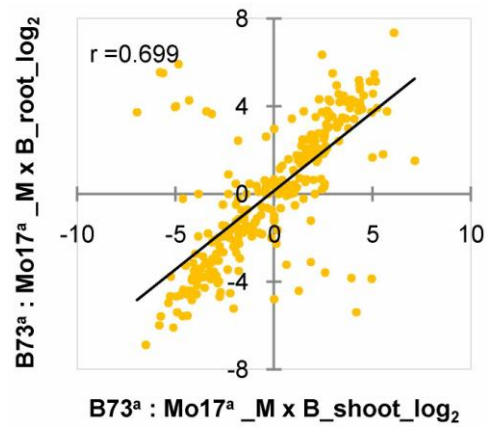

**Figure S8. Correlation of allelic expression bias between shoots and roots of Mo17 x B73.**

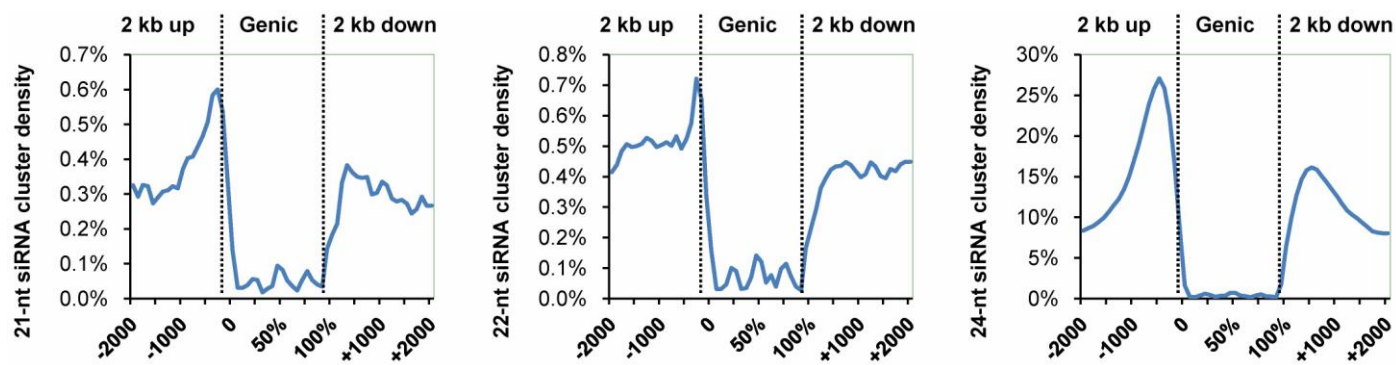

**Figure S9. Coverage of 21-, 22- and 24-nt siRNA clusters in and around protein-coding genes.**

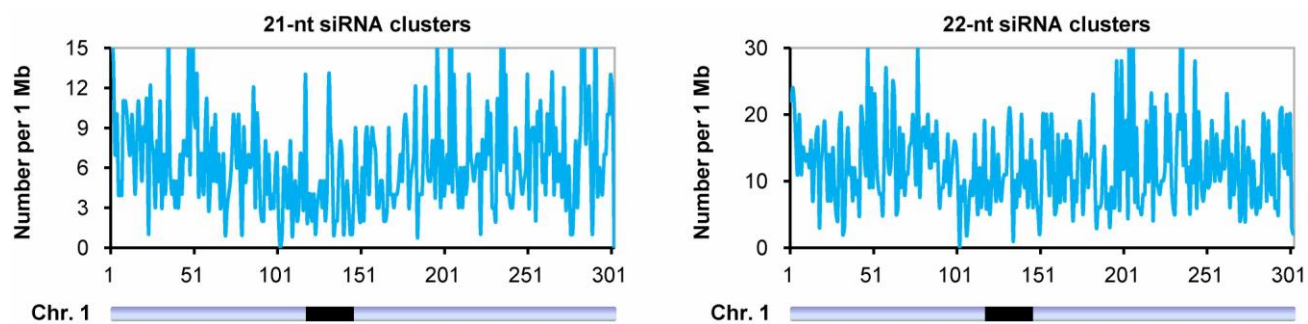

**Figure S10. Distribution of 21- and 22-nt siRNA clusters on maize chromosome 1.**

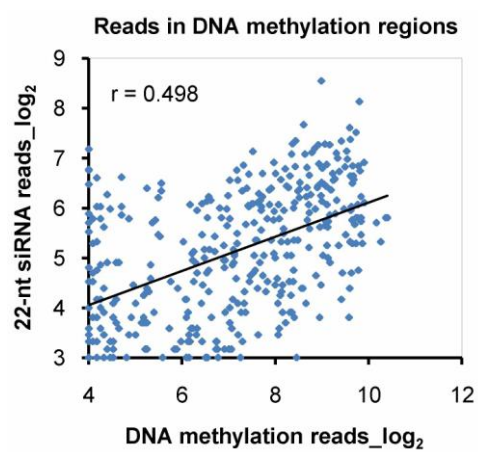

**Figure S11. Correlation between 22-nt siRNAs and DNA methylation levels at the same genomic loci.**

# Supplementary material for: Conservation and divergence of transcriptomic and epigenomic variation in maize hybrids
**Source:** Genome Biol. 2013 Jun 12;14(6):R57. doi: 10.1186/gb-2013-14-6-r57
**Supplement:** Additional file 4 — Supplemental methods. Details of data processing and analyses.

## Supplemental methods

### Data processing and analyses

Raw sequencing reads from all libraries were mapped to the reference genome of the maize inbred line B73 (version 2; ZmB73\_RefGen\_v2) [<http://ftp.maizesequence.org/current/assembly/>] [1] using Bowtie software [2]. Sequencing reads from mRNA-seq were also mapped to Mo17 whole-genome shotgun sequences [[ftp://ftp.jgi-psf.org/pub/JGI\\_data/Zea\\_mays\\_Mo17/](ftp://ftp.jgi-psf.org/pub/JGI_data/Zea_mays_Mo17/)] using the same software. For the data of mRNAs, histone modifications and DNA methylation, up to two mismatches per read were allowed during the alignment procedure. For small RNA data, the 3' adapter sequences were removed by a custom Perl script before alignment, and adapter-trimmed small RNA reads which were perfectly matched to the reference genome were retained. Small RNA sequencing reads matched to tRNAs, rRNAs, small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs) were also excluded from further analysis. For all sequencing data, the reads mapped equally well to multiple locations in the genome without mismatch or with identical mismatches were assigned to one position at random as previously reported [3]. For each epigenetic modification, genome-matched reads from all eight libraries (from shoots and roots of hybrids and parents) were pooled to identify genomic regions associated with DNA methylation and each histone modification using MACS software [4] with default parameters (bandwidth, 300 bp; mfold, 32; P value < 1.00e-05). The small RNA reads that corresponded to the precursors of all known maize miRNAs from miRBase [<http://www.mirbase.org/index.shtml>] were used to estimate the expression level of each maize miRNA [5], and the remaining small RNA reads were pooled and used to identify 21-, 22- and 24-nt siRNA clusters, respectively. A siRNA cluster was defined as a genomic region containing a minimum of six small RNA reads, each separated from the nearest neighbor by a maximum of 200 nt.

For all comparisons, read counts were normalized to the aligned reads per kilobase exon model per million mapped reads (RPKM) and the aligned reads per kilobase genic (or genomic) region per million mapped reads (RPKM), respectively, to obtain the relative levels of expression or epigenetic modifications for each gene or modified region. 

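The files analysed here hold the combined data of the replicates, so the correlation between replicates could not be computed. Between genotypes of the same organ, Pearson's r across the 14,420 variable genes was between 0.915 and 0.9783. Across the variable regions of the marks it was between 0.1913 and 0.5317 for DNA methylation, 0.5697 and 0.9302 for H3K4me3, 0.4383 and 0.9445 for H3K9ac, and 0.3508 and 0.9035 for H3K36me3. Genes and regions are not independent replicates, and regions with little spread were left out of these values.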

We found that the replicates of our sequencing data are highly correlated (Pearson Correlation Coefficients are from 0.984 to 0.999 for mRNA transcriptomic data and from 0.851 to 0.960 for epigenomic data). We estimated the variance between replicates using DESeq [6] which is based on the negative binomial distribution, and excluded the genes or genomic regions showing significant discrepancy (P value < 0.05) in expression or epigenetic modifications among biological replicates, and then

combined the data from the replicates of each sample to get higher sequencing depth and to detect subtle changes. Differentially expressed genes, modified regions or expressed siRNAs between tissues or among hybrids and parents were identified using DEGseq software [7] which was implemented in R

[<http://www.r-project.org/>] with a selection of random sampling model of reads distribution (MARS, MA-plot-based method with Random Sampling model). Genes, genomic regions or siRNA clusters with detected expression or modifications in both compared samples were included in a pairwise comparison.

The complete genome of maize inbred line B73 was split into 200 bp windows and aligned against the genomic sequence of maize inbred line Mo17 using blastn program with a cutoff of  $e^{-10}$  to identify orthologous genomic regions between two parental inbred lines. The annotated maize genes in the B73 genome (release 5b.60 filtered gene set) located in orthologous genomic regions and showing sequence identity of more than 90% with Mo17 were identified as the homologous genes between B73 and Mo17. In each tissue, SNPs were identified by comparing sequencing reads of all homologous genes between B73 and Mo17 with the following criteria: all reads are uniquely matched to both parental genomes; there are at least five sequencing reads covering a SNP position in each parent; all reads from one parent contain the same nucleotide at the SNP position and are different from that at the same position of another parent. Allelic bias in hybrids was identified by determining whether there are significant deviations from binomial distribution (i.e., the allele ratio in hybrids deviated from 1.0) of parental alleles defined by SNPs as described previously [8].

Gene ontology classification provided in Maize Genetics and Genomics Database [<http://www.maizegdb.org/>] [9] was used to assign a gene to a hierarchical biological process using agriGO, a web-based tool and database for the gene ontology analysis [<http://bioinfo.cau.edu.cn/agriGO/>] [10], with FDR adjusted P value (Q value) cutoff of 0.05 and 0.01 as the significance threshold.

1. Schnable PS, Ware D, Fulton RS, Stein JC, Wei F, Pasternak S, Liang C, Zhang J, Fulton L, Graves TA, Minx P, Reily AD, Courtney L, Kruchowski SS, Tomlinson C, Strong C, Delehaunty K, Fronick C, Courtney B, Rock SM, Belter E, Du F, Kim K, Abbott RM, Cotton M, Levy A, Marchetto P, Ochoa K, Jackson SM, Gillam B, *et al*: **The B73 maize genome: complexity, diversity, and dynamics.** *Science* 2009, **326**:1112-1115.
2. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short**

**DNA sequences to the human genome.** *Genome Biol* 2009, **10**:R25.

3. Wang X, Elling AA, Li X, Li N, Peng Z, He G, Sun H, Qi Y, Liu XS, Deng XW: **Genome-wide and organ-specific landscapes of epigenetic modifications and their relationships to mRNA and small RNA transcriptomes in maize.** *Plant Cell* 2009, **21**:1053-1069.
4. Zhang Y, Liu T, Meyer CA, Eeckhoutte J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS: **Model-based analysis of ChIP-Seq (MACS).** *Genome Biol* 2008, **9**:R137.
5. Nobuta K, McCormick K, Nakano M, Meyers BC: **Bioinformatics analysis of small RNAs in plants using next generation sequencing technologies.** *Methods Mol. Biol.* 2009, **592**:89-106.
6. Anders S, Huber W: **Differential expression analysis for sequence count data.** *Genome Biol.* 2010, **11**:R106.
7. Wang L, Feng Z, Wang X, Zhang X: **DEGseq: an R package for identifying differentially expressed genes from RNA-seq data.** *Bioinformatics* 2010, **26**:136-138.
8. He G, Zhu X, Elling AA, Chen L, Wang X, Guo L, Liang M, He H, Zhang H, Chen F, Qi Y, Chen R, Deng XW: **Global epigenetic and transcriptional trends among two rice subspecies and their reciprocal hybrids.** *Plant Cell* 2010, **22**:17-33.
9. Schaeffer ML, Harper LC, Gardiner JM, Andorf CM, Campbell DA, Cannon EK, Sen TZ, Lawrence CJ: **MaizeGDB: curation and outreach go hand-in-hand.** *Database (Oxford)* 2011: bar022.
10. Du Z, Zhou X, Ling Y, Zhang Z, Su Z: **agriGO: a GO analysis toolkit for the agricultural community.** *Nucleic Acids Res* 2010, **38**:W64-70.

How the deposited data were processed for this re-analysis (not part of the article)

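The processed data of 46 samples were analysed: mRNA-seq, McrBC-seq and ChIP-seq of H3K4me3, H3K9ac and H3K36me3 with 8 samples each, and sRNA-seq with 6. The samples come from shoots and roots of 14-day seedlings of B73, Mo17, B73 × Mo17 and Mo17 × B73. Genotype, organ and assay were taken from the sample labels, and the mapped reads of each library from Table S1. The authors combined the replicates of each genotype and organ, so there is 1 sample per genotype, organ and assay.

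The authors aligned the reads to the B73 genome (ZmB73_RefGen_v2) with Bowtie and assigned reads with several equally good positions to 1 of them at random. For mRNA-seq the authors deposited RPKM per gene, already normalized by the mapped reads and the exon length, to 2 decimals. For McrBC-seq and ChIP-seq the authors called regions with MACS on the pooled libraries of a mark and deposited the raw tag counts of each library per region. For sRNA-seq the authors deposited the raw tag counts of each library per siRNA cluster, with cluster positions given by the first positions of reads.

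The test design was written before the files arrived, when the values of the marks were taken to be RPKM. They are counts, so the tests between organs for the marks used a model for counts in place of limma on log2(RPKM + 1), with the same samples and covariates. For clustering, shares of variation and levels, the counts were turned into RPKM with the region length and the mapped reads of Table S1. For siRNA clusters 24 nt were added to the length.

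Depth limits the precision of single features. The mRNA-seq samples had 14,327,415 to 24,256,798 mapped reads, and McrBC-seq libraries 2,971,056 to 7,759,781 tags in regions. The ChIP-seq libraries had 1,326,026 to 9,422,183 tags in regions and the sRNA-seq libraries 2,721,177 to 7,244,725 tags in clusters. Of the summed squares of the variable regions, 41.9% for DNA methylation, 19.3% for H3K4me3, 12.7% for H3K9ac and 24.2% for H3K36me3 are what sampling of the tags alone gives.

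A gene was taken as detected at 1 RPKM. Shares of variation are the sum of squares of log2(RPKM + 1) between organs or between genotypes over the total, over genes that span at least a factor of 2 and regions that span at least a factor of 1.5. Their p-values come from exact permutation over all splits or pairings of the samples, and for genotypes also over the 24 pairings of a shoot with a root, since the share between organs bounds that between genotypes. Trees were made by Ward's method. Shoots and roots were compared with limma 3.58.1 on log2(RPKM + 1) for transcripts and with the quasi-likelihood test of edgeR 4.0.16 with TMM normalization for the marks. The genotype was a covariate, genes or regions needed 1 RPKM in at least 4 samples, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Hybrids and parents were compared with limma with the organ as a covariate. Mid-parent values are the mean of both parents, with thresholds of 1.5-fold for genes and 2-fold for siRNA clusters, on the RPKM + 1 scale. Shares of regions nearer B73 have 95% Wilson intervals. The density of regions along chromosome 1 was tested by circular shifts of 1 Mb bins.

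Genes and regions named in the text follow a rule written beforehand. They are those the paper names or labels (the gene of Fig. 4c, the regions of Figure S3 and the genes labelled in Figure S4). For each limma comparison, they are also the 3 genes with the largest log2 difference in each direction among those past the threshold and changed the same way in every genotype. For the classes of Table S2 in both organs, they are the 3 available listed genes with the largest change in the organ of their smaller change.

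Alternatives covered the RPKM cutoff, the pseudocount, filters, quantile normalization, fold thresholds, the mid-parent value, covariates, and leaving out each genotype in turn. DESeq2 1.42.0, mapped reads as library size and limma were run as further alternatives for the marks. The scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3. They were tested on simulated data with 200 changed features per assay, and for DNA methylation the recovery was computed over 179 changed regions. For transcripts 100% of the changed genes were recovered, with 93.5% of the regions for H3K4me3 and 93.3% for DNA methylation. Of the calls, 2%, 4.1% and 1.8% were false. The changed features were chosen above a minimum level, their changes were large, and no differences between genotypes were simulated. These rates therefore do not tell how well weak changes or features with few tags are found in the real data.

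Results by siRNA length, by gene position (genic share of regions, correlation of marks with expression), functional categories, transposable elements, allelic expression and microRNAs were left out, as the files analysed here do not hold what they need.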

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

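Groups of 4 samples of an assay and organ were screened for a sample far from the others, by the gap to the nearest sample over the range of the group. Of 58 groups 7 were flagged, where about 2.9 are expected by chance (1 in 20). The groups are not independent, as 5 of the flags are regions of Figure S3 in the same library.

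Mo17 roots had 0.28% of the methylated regions without a tag, against 0% to 0.03% in the other roots. This library also had the fewest mapped reads of its assay (8,095,044), and Mo17 shoots, with 9,045,055, had 0.23%. No test separates depth from sequence that Mo17 lacks, and no biological explanation was tested.

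In B73 roots 37.5% of the mapped reads of H3K36me3 fell in the regions, against 27.7% to 28.8% in the other roots. The shares may depend on how well the antibody enriched DNA, on which libraries shaped the pooled regions or on the mark itself. The files do not separate these. No explanation was tested.

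The methylation level of regions 5 to 9 of Figure S3 in B73 shoots was 46.06, 40.45, 33.21, 30.02 and 32.01 RPKM, far above the other 3 shoot samples (at most 10.86, 9.76, 2.54, 2.27 and 1.1 RPKM). Over the genome 625 regions stood out in the B73 shoot library by 3-fold or more and at least 5 RPKM, and in each of the other 7 libraries at most 1 did. If B73 were more methylated at these regions, its roots would be expected to share the level, but B73 roots had a median of 1.35 RPKM there, within the 1.07 to 1.6 RPKM of the other samples, and B73 shoots 7.81 RPKM. Mixing with a ChIP library of B73 shoots would raise the ChIP signal at the same places. The median of B73 shoots at overlapping H3K36me3 regions was 1.42 RPKM, below the 2.16 RPKM of the other samples. It was also lower for H3K9ac (1.39 against 1.78 RPKM) and H3K4me3 (0 against 2.33 RPKM). However, 31.5% of the 625 regions overlapped an H3K36me3 region, against 9.5% of all methylated regions, and 12.5% against 6.0% an H3K9ac region (7.5% against 7.2% for H3K4me3), so mixing cannot be ruled out. Sequence content particular to this library, from mixing or another source, and methylation specific to B73 shoots cannot be told apart with 1 combined library. These predictions were written after the result was seen.

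The share of methylated regions at which a hybrid is nearer B73 than Mo17 was higher in roots than in shoots by 28.2 percentage points for B73 × Mo17 and 31.4 for Mo17 × B73. Both hybrids were below 50% in shoots and above 50% in roots. The difference was flagged for its opposite directions and was not tested, since each organ has 1 library per genotype. Sampling noise around an additive hybrid would give 57.23% for B73 × Mo17 shoots in simulated data, above the observed 36.86%. When the regions were chosen by the parents of the other organ, the share of B73 × Mo17 shoots was 54.08%, and the organs were on the same side of 50%. The contrast between organs may therefore come from choosing regions by the same parental libraries with which the hybrids are then compared, and 1 such library, that of B73 shoots, holds the 625 regions described above. Over the regions chosen by the parents of the other organ, the 4 hybrid samples were nearer B73 in 54.08% to 59.98%, but this was not a uniform shift. Where B73 was the higher parent in the organ used for the choice the share was 64.97% to 78.83%, and where Mo17 was higher it was 29.26% to 46.84%. The simulated additive hybrid also had a higher share where B73 was higher (69.87% to 73.78%) than where Mo17 was higher (39.19% to 43.04%). Mapping all reads to the B73 genome could raise the share, but its effect cannot be told apart from that of sampling noise, and a biological difference between the organs cannot be told apart from the choice of regions. These predictions were written after the result was seen.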

How the results depend on the processing

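The alternatives of the main tables were set before the processed files arrived. The exceptions were chosen after seeing the data. Among them are DESeq2, mapped reads as the library size, limma for the marks and filters on 10 tags. Library sizes from the tags in regions or without the 20 largest siRNA clusters are further exceptions. So are siRNA cluster lengths without the read length, pairings of a shoot with a root only, and regions chosen by the parents of the other organ. The last ones are the random sampling model and all alternatives for genes past mid-parent in both organs, for Table S2 and for Figure S3. Of 507 rows for 73 results, 383 were unchanged and 124 changed, and 38 results were unchanged under every alternative. Counts within 1.5-fold of the main value were called unchanged. The results unchanged throughout include the numbers of detected genes, the absence of genes that differ between hybrids and parents, and the density ratio of methylated regions. For named genes and regions, 197 rows gave 4 weaker, 1 stronger and 1 reversed. Large moves of a level were not counted in these. Without B73 the means of regions 7 to 9 of Figure S3 fell from 9.84, 9.16 and 8.76 to 2.04, 2.21 and 1.01 RPKM. The reversed one is GRMZM2G156486_T01, with a difference between shoots and roots of -0.0114 without B73 (range -0.0114 to 0.1972 over the fits that each left out a genotype).

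Absence in not all 4 genotypes of the other organ in place of absence in all gave 2,495 shoot-specific and 2,080 root-specific genes, since a gene near the cutoff then needs a single low sample.

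Leaving out a genotype left shares of 85.85% to 88.97% between organs for transcripts, 50.69% to 69.1% between organs for H3K9ac, and 48.63% to 55.06% between genotypes for DNA methylation. All lost their place past the threshold. The organ shares had the smallest p that 10 splits allow (0.1), and so had the genotype share without either hybrid (0.0667, 15 pairings), but without B73 or Mo17 other pairings gave as much (exact p = 0.2). Over the pairings of a shoot with a root only, the genotype shares of transcripts (9.14%) and H3K4me3 (53.3%) passed the threshold (exact p = 0.0417), and that of DNA methylation (54.35%) no longer did (exact p = 0.0833). The numbers of regions higher in an organ ranged, over the same fits, from 0 to 20 for DNA methylation in roots, 1,315 to 5,071 (shoots) and 3,105 to 8,522 (roots) for H3K4me3, 4,379 to 8,840 and 4,452 to 9,346 for H3K9ac, and 8,919 to 15,363 and 8,533 to 16,013 for H3K36me3.

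For the histone modifications the balance between shoots and roots changed with the library size and the model. With mapped reads in place of TMM, 9,992 regions of H3K4me3 were higher in shoots and 2,670 in roots. For H3K9ac the numbers were 46,916 and 2,427. For H3K36me3 they were 20,782 and 7,823, against 14,439 and 16,056 in the main test. With limma on log2(RPKM + 1) they were, in the same order, 7,244 and 2,860, 46,227 and 2,121, and 20,008 and 9,598. With limma and a pseudocount of 0.1 they were 2,010 and 1,635, 44,144 and 1,761, and 11,661 and 6,736. Limma gave 0 and 0 regions of DNA methylation with either pseudocount. DESeq2 gave 1,150 and 4,085 regions for H3K4me3, 3,587 and 4,939 for H3K9ac, 9,212 and 10,614 for H3K36me3, and 0 regions of DNA methylation higher in roots, where quantile normalization gave 7.

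The share of H3K9ac between organs rose to 77.23% over regions with at least 10 tags in every sample. It fell to 27.7% with quantile normalization and to 28.04% with library sizes from the tags in regions. Both remove differences in the share of reads within regions, which was higher in shoots for H3K9ac. The share of H3K4me3 between genotypes passed the threshold at 58.19% with a pseudocount of 0.1, and that of H3K36me3 between organs at 53.97% over regions with at least 10 tags in every sample.

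Genes past the mid-parent value depend on the fold threshold. At 2-fold, 35 were above and 25 below in shoots, 27 and 17 in roots, and 0 and 2 in both organs. With the smallest threshold, 1,014 and 972, 929 and 1,188, and 186 and 189 were. With genes at 1 RPKM in any sample, 456 were below in shoots, 495 above and 345 below in roots, and 35 below in both organs. A pseudocount of 0.1 gave 372 below in roots and 31 below in both organs, and the geometric mid-parent value 11 below in both organs. The last lies below the arithmetic mean, and it also reversed the medians of the genes listed as additive, to 0.0127 in shoots and 0.0019 in roots. A pseudocount of 0.1 moved the medians of the listed genes of shoots to 0.5548 (up) and -0.5076 (down).

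The share of methylated regions nearer B73 is fragile. For B73 × Mo17 and Mo17 × B73 shoots it was 47.35% and 43.03% at 1.5-fold between the parents, 48.1% and 44.66% with a pseudocount of 0.1, 33.02% and 29.05% over regions above 0 in both parents, and 33.23% and 29.36% with quantile normalization. Library sizes from the tags in regions gave 38.37% for B73 × Mo17 shoots. It reversed to 54.08% and 54.49% over regions chosen by the parents of the other organ. In roots it was 62.07% for B73 × Mo17 with a pseudocount of 0.1, 62.23% and 61.63% over regions above 0, and 59.23% and 59.98% over regions chosen by the other organ, and reversed to 36.62% and 34.41% with quantile normalization. Parents and hybrids differ in depth, and the share changed with the pseudocount and the normalization. Whether these changes come from regions with few tags was not tested.

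siRNA clusters lower and higher in hybrids of both organs were 11,765 and 46,482 at 1.5-fold, 2,336 and 1,557 at 4-fold, 11,585 and 40,724 with a pseudocount of 0.1, 1,234 and 2,640 over clusters above 0 in all 6 samples, 10,575 and 8,701 with quantile normalization, 2,121 and 6,091 over clusters with at least 10 tags per sample on average, and 1,778 and 3,203 with the random sampling model. Library sizes from the tags in clusters gave 4,938 and 28,120, and library sizes without the 20 largest clusters of each sample 5,329 and 22,582. Cluster lengths without the read length, with clusters of a single position left out, gave 5,670 and 20,610. With a median of 20 tags per cluster over the 6 libraries, single clusters are close to their sampling noise.

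The replicate block was not run because the replicates of each genotype and organ were combined into 1 sample in the files. A pseudocount of 0.1 was not run for the tests of marks between organs, as edgeR works on counts. Results and alternatives for 21 nt, 22 nt and 24 nt siRNAs could not be run, as the files do not divide clusters by length.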

Differences from the paper's values

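In shoots the paper gives 424 genes above the mid-parent value, against 253 here. Of the alternatives set before the files arrived, a pseudocount of 0.1 (346 genes), genes at 1 RPKM in any sample (337) and the geometric mid-parent value (311) came within 1.5 times of the paper's number. The other fold thresholds and quantile normalization did not. In roots the paper gives 508 genes above, against 270 here, and the gap closed with a pseudocount of 0.1 (360) and genes at 1 RPKM in any sample (495), and with no other alternative.

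For genes below the mid-parent value the paper gives 620 in shoots, against 238 here, and 822 in roots, against 219 here. Only genes at 1 RPKM in any sample closed the gap in shoots (456), and only the smallest fold threshold in roots (1,188).

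In both organs the paper shows about 170 genes above and about 270 below the mid-parent value in Fig. 5a (read by eye), against 31 and 20 here. With the smallest fold threshold, an alternative chosen for this count after seeing the values, 186 and 189 genes were above and below. No alternative set before the files arrived was written for these counts.

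For siRNA clusters in both organs the paper gives 11,558 lower in hybrids, against 5,660 here, and a 1.5-fold threshold (11,765), a pseudocount of 0.1 (11,585) and quantile normalization (10,575) closed the gap. The 4-fold threshold and clusters above 0 in all 6 samples did not. The paper gives 2,911 higher in hybrids, against 18,810 here, and clusters above 0 in all 6 samples (2,640) closed the gap. The random sampling model, chosen after seeing the values, gave 3,203. The other alternatives did not, and no setting closed both gaps.

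The paper states that more siRNA clusters are lower than higher in hybrids. Here 5,660 were lower and 18,810 higher, and the order was that of the paper with a 4-fold threshold (2,336 and 1,557) and with quantile normalization (10,575 and 8,701).

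The legend of Fig. 3 describes a clustering of genes, and the trees of the marks here cluster regions. In Fig. 3c the first division of DNA methylation separates both Mo17 samples from the rest. The tree here showed this division only with a pseudocount of 0.1 and when B73 was left out. With the main setting, B73 shoots separated from the other 7 samples. For H3K4me3, Fig. 3c places B73 roots with the 4 shoot samples, and the tree here placed both Mo17 samples with the roots. For H3K9ac, Figure S5 separates both B73 samples from the rest, and the tree here separated shoots from roots. For H3K36me3, Figure S5 does the same, and the tree here separated the roots of Mo17 and the hybrids from the rest.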

Other observations

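The comparison of shoots and roots was repeated for other splits of the 8 samples that could be fitted with the genotype as a covariate. Only the split by organ gave as many differing genes or regions, 1 of 32 splits, for transcripts, H3K4me3, H3K9ac and H3K36me3. For DNA methylation 9 of the 32 splits gave at least the 111 regions of the organ split, and another split gave 813, so the number of regions that differ between organs is not beyond what other groupings give. For hybrids against parents the real split gave 0 genes. All 34 splits must then give at least as many, so this comparison cannot decide anything. These predictions were written after the counts were known.

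For H3K9ac the share of variation between organs was 56.76%, and 77.23% over regions with at least 10 tags in every sample. With library sizes from the tags in regions it was 28.04%. Much of the main value may reflect that 55.55% ± 4.02 of the mapped reads of shoots and 28.88% ± 5.58 of roots (SD, n = 4) fell in regions. Whether this is a technical difference in enrichment or a difference of the mark between organs cannot be told apart with 1 combined library per sample. For DNA methylation, sampling noise of regions with few tags could hide an organ difference. Over regions with at least 10 tags in every sample the share between organs was 12.78%, against 12.01% over all variable regions. The sampling noise left in these regions was not computed, so it is not ruled out. These predictions were written after the results were seen.

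Regions 1 to 4 of Figure S3 rise and fall together over the 8 samples. Of 377 regions that reach 10 RPKM, 65 on 9 chromosomes share the profile of region 1 (r of at least 0.95), and 100 permuted profiles gave at most 1. They held 5.28% of the tags of B73 roots and 0.06% of those of B73 × Mo17 shoots. A candidate explanation is a sequence present in many copies, whose reads were assigned to a copy at random, so that the level of a single region would be that of the whole family. No biological explanation was tested, and the prediction was written after the result was seen.

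The 109 regions with more methylation tags in shoots also share a profile, with a median pairwise correlation of 0.944 over the 8 samples, where 100 random sets of regions gave at most 0.107. Part of this follows from their selection by organ. Of the 109 regions, 44 lie within 100 kb of another, where 1,000 random sets gave at most 6, and 8 lie together on chromosome 5 between 209939491 and 210010434. They held 0.1346% to 0.2792% of the tags of the shoot libraries and 0.0401% to 0.056% of those of the root libraries. The pattern is consistent with insertions in the nuclear genome of a longer sequence that is present in many copies and whose amount differs between shoot and root DNA. The source of the sequence was not tested, as sequences are not in the files. Both predictions were written after the result was seen.

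More siRNA clusters were higher (18,810) than lower (5,660) in hybrids of both organs. The tags of the parental libraries are spread over fewer clusters in roots, where 346 (Mo17) and 453 (B73) clusters held 0.5 of the tags against 1,764 in Mo17 × B73. With quantile normalization, which gives all libraries the same spread, 10,575 were lower and 8,701 higher. Sampling noise around an additive hybrid gave 275 lower and 7 higher in simulated data. This simulation drew only the tags of the hybrid anew and took the observed parental levels as exact. The noise of the parental libraries was left out, although 46.99% of the clusters in B73 roots and 47.91% in Mo17 roots had no tag. Sampling noise as a source of the excess is therefore not excluded. If a few clusters with a large share of the tags gave the excess, it would shrink with these left out of the library size. With the library size from all tags in clusters 28,120 were higher and 4,938 lower. Without the 20 largest clusters of each sample 22,582 were higher and 5,329 lower, so a part of the excess may come from them under this library size. The main setting, with mapped reads as library size, had a smaller excess than either (18,810 higher and 5,660 lower). The test therefore does not account for the main excess. Quantile normalization also removes a real difference in spread, so a difference of siRNA levels between hybrids and parents cannot be told apart from the spread of the tags over clusters without replicates. The predictions were written after the result was seen.

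Transcripts at 1 RPKM or more in both organs of a parent and at most 0.02 RPKM in both organs of the other were absent in B73 for 34 genes and absent in Mo17 for 1 gene (binomial p = 2.1e-09). Loss of Mo17 reads on the B73 genome would give the opposite order, which is the order seen for the marks: regions without tags in B73 and in Mo17 were 27 and 110 for DNA methylation, 44 and 371 for H3K4me3, 30 and 274 for H3K9ac, and 110 and 200 for H3K36me3, and for siRNA clusters 62 and 270. An exchange of the transcript values of B73 and Mo17 relative to Table S1 was tested with the only prediction written before its result. From the steps of low RPKM values the depth of B73 was 1.92 times that of Mo17 in shoots, and Table S1 gives 1.69 times, which speaks against an exchange of this kind. A candidate explanation that remains is that only reads that map to both genomes were counted, under which genes missing from Mo17 would be left out (1 gene absent in Mo17). The only evidence for it is the count that prompted it. A label exchanged before both the files and Table S1 were made cannot be told apart from it. Of the 34 genes, 33 had at least 0.1 RPKM in all 4 hybrid samples.

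siRNA clusters of all lengths were less dense in the pericentromeric part of chromosome 1 than in its arms (91.66 and 159.6 clusters per Mb, ratio 0.5743, permutation p = 0.0033, the smallest that 302 shifts can give). Of the 305,669 clusters, 16.08% overlapped a methylated region. Across these 49,150 loci, which are not independent replicates, Pearson's r between siRNA and DNA methylation levels was between 0.0622 and 0.1913 in the 6 samples. Spearman's rho was between -0.0783 and 0.0792 and negative in 4 of the 6.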
